# Modulation of histone H3K4 dimethylation by spermidine ameliorates motor neuron survival and neuropathology in a mouse model of ALS

**DOI:** 10.1186/s12929-022-00890-3

**Published:** 2022-12-20

**Authors:** Seung-Hye Choi, Ali Yousefian-Jazi, Seung Jae Hyeon, Phuong Thi Thanh Nguyen, Jiyeon Chu, Sojung Kim, Suhyun Kim, Hannah L. Ryu, Neil W. Kowall, Hoon Ryu, Junghee Lee

**Keywords:** Amyotrophic lateral sclerosis, LSD1, Spermidine, Histone H3K4 dimethylation, Motor neuron

## Abstract

**Background:**

Amyotrophic lateral sclerosis (ALS) is a fatal neurodegenerative disorder characterized by progressive paralysis due to motor neuron degeneration. It has been proposed that epigenetic modification and transcriptional dysregulation may contribute to motor neuron death. In this study, we investigate the basis for therapeutic approaches to target lysine-specific histone demethylase 1 (LSD1) and elucidate the mechanistic role of LSD1-histone H3K4 signaling pathway in ALS pathogenesis.

**Methods:**

In order to examine the role of spermidine (SD), we administered SD to an animal model of ALS (G93A) and performed neuropathological analysis, body weight, and survival evaluation.

**Results:**

Herein, we found that LSD1 activity is increased while levels of H3K4me2, a substrate of LSD1, is decreased in cellular and animal models of ALS. SD administration modulated the LSD1 activity and restored H3K4me2 levels in ChAT-positive motor neurons in the lumbar spinal cord of ALS mice. SD prevented cellular damage by improving the number and size of motor neurons in ALS mice. SD administration also reduced GFAP-positive astrogliogenesis in the white and gray matter of the lumbar spinal cord, improving the neuropathology of ALS mice. Moreover, SD administration improved the rotarod performance and gait analysis of ALS mice. Finally, SD administration delayed disease onset and prolonged the lifespan of ALS (G93A) transgenic mice.

**Conclusion:**

Together, modulating epigenetic targets such as LSD1 by small compounds may be a useful therapeutic strategy for treating ALS.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s12929-022-00890-3.

## Introduction

Amyotrophic lateral sclerosis (ALS) is a devastating neurodegenerative disease characterized by a loss of upper and lower motor neurons resulting in progressive muscular atrophy and paralysis. ALS has an annual incidence of 1–2 per 100,000 and is usually fatal within 2–5 years of diagnosis [1]. Sporadic ALS (sALS) makes up the vast majority, but about 5–10% of instances are familial, whose clinical and pathological features are indistinguishable from those of sALS. Notably, 25% of familial ALS (fALS) cases are due to the missense mutations of SOD1 [2]. Transgenic mice expressing either G93A or G37R human SOD1 mutations with elevated levels of SOD1 activity, or G85R SOD1 mutations with protein and activity levels essentially equal to that of endogenous levels, develop progressive hind limb weakness, muscle wasting, and neuropathological sequelae similar to those observed in both sALS and fALS patients [3–6]. Beneficial therapeutic results have been observed in transgenic ALS mice, but have had minimal success in human clinical trials [7–10]. Thus, a better understanding of the molecular events that cause motor neuronal death in ALS may lead to new therapeutic targets.

Given that mutations of the important antioxidant enzyme SOD1 are a cause of fALS, it is not unreasonable to consider oxidative stress as one of the key roles in disease pathogenesis. Previous studies have shown that oxidative stress regulates the epigenetic modifications [11, 12]. Strivas et al. demonstrated that oxidative stress-mediated epigenetic changes play a critical role in memory processes during aging in several neurological disorders and their recovery through antioxidant treatment [13]. Indeed, many studies have documented oxidative damage in both postmortem human ALS tissues and transgenic animal models [3, 14–16]. Since, a direct relationship between SOD1 mutations and oxidative injury has not been established yet, and how these mutations cause ALS remains a hotly debated research topic [17, 18]. Abnormalities in glutamate regulation have also been identified in ALS, suggesting excessive synaptic glutamate and oxidative stress in the initiation or propagation of motor neuron loss [19–21]. Our previous study has shown that l-arginine protects motor neurons from glutamate-induced toxicity in vitro and prolongs the survival of ALS (G93A) transgenic mice [22]. l-arginine, a substrate for both arginase-1 and nitric oxide synthase, is a precursor for polyamine synthesis [23]. Polyamines are known to be potent inhibitors of lysine-specific histone demethylase-1 (LSD1), a critical enzyme in regulating histone and non-histone protein methylation [24]. Previous studies showed LSD1 can remove dimethyl groups from the fourth positions on histone 3 protein (H3K4me2) associated with gene repression [25, 26]. LSD1 demethylates H3K4me2 through an oxidative reaction that leads to the decrement of the protein-bound flavin adenine dinucleotide (FAD) cofactor and the production of H_2_O_2_ [25–27]. Moreover, Huang et al. demonstrated that LSD1 may play a role in cell death by mediating p53 demethylation, thereby inhibiting its interaction with its co-activator 53BP1 to induce apoptosis [28].

Despite attempts to prevent disease progression, no cure or effective therapy is currently available for ALS. A better understanding of LSD1 and its role in regulating gene expression can aid in discovering novel strategies in restoring inappropriately silenced genes. LSD1 belongs to a growing number of transcriptional complexes implicated in ALS pathogenesis. Therefore, there have been increased efforts to identify or design LSD1 inhibitors that could function as therapeutic agents [29–32]. From this perspective, the evolutionary and functional similarities with monoamine oxidases (MAOs) and polyamine oxidases (PAOs) have proven to be particularly insightful. Researchers have been testing known inhibitors of these amine oxidases against LSD1 [33]. Although LSD1 is uninhibited by most, those that do display significant levels of reactivity. Several research groups have been studying clinically approved MAO inhibitors, a well-known drug target for neurological disorders [34, 35]. Several MAO inhibitors function through a mechanism-based mode that generates a covalent adduct with FAD cofactor. Indeed, an H3 peptide bearing a propargyl-modified Lys4 reacts with the flavin moiety [36, 37]. As guanidines have been shown to inhibit both spermine oxidase (SMO/PAOh1) and other polyamine oxidases, we sought whether arginine supplementation and polyamines (spermidine and spermine) administration will effectively inhibit the endogenous expression or activity of LSD1 and whether the subsequent modulation of LSD1 could lead to the protection of motor neurons and improve neuropathology of ALS. However, the mechanism of LSD1 induction in the pathogenesis of ALS and therapeutic modulation of LSD1 activity in this neurodegenerative condition has not been investigated.

Therefore, our study aimed to investigate the basis for therapeutic approaches to target LSD1 and elucidate the mechanistic role of LSD1-H3K4 signaling pathway in ALS pathogenesis. Herein, we found that LSD1 protein is induced and H3K4me2 level is markedly decreased in both cellular model of ALS [mSOD1 (G93A)] and animal model of ALS [mSOD1 (G93A)]. Moreover, LSD1 is increased in NSC-34 cells treated with hydrogen peroxide to produce oxidative stress and in spinal motor neurons of ALS (G93A) mice, supporting the potential role of LSD1 in ALS pathogenesis. We further examined the therapeutic effect of spermidine (SD) on the modulation of LSD1, neuropathology, behavior, and survival rate of ALS transgenic mice.

## Methods

### Animals

Male transgenic ALS mice of the G93A H1 high-expresser strain (Jackson Laboratories, Bar Harbor, Maine) are bred with females with a similar background (B6/SJLF1). Offspring were genotyped using a PCR assay on tail DNA. To ensure homogeneity of the cohorts tested, we have developed a standardized method to select mice. Mice were randomized from 24 litters all within 4 days of age from the same ‘f’ generation removed from the founding mice in our colony. Body weights were taken at 20 days and mice were equally distributed according to weight within each experimental cohort. Mice under 8 g at 20 days of age were excluded from the experiments. Only male mice were used in the treatment studies since there are gender differences in survival in the G93A transgenic ALS mouse model [38].

### Spermidine administration

SD and saline were separately administered (5 mg/kg, I.P. injection) to groups of 6 wildtype and ALS (G93A) mice from 30 to 120 days of age 4 times per week. Injection begins 30 and 70 days of age, before the occurrence of symptoms in G93A mice. Control groups of G93A mice were injected with saline only.

### Histopathological evaluation

Groups of 6 animals from saline and SD treatment paradigm were deeply anesthetized and transcardially perfused with 4% PFA at 120 days of age. Serial-cut lumbar spinal cord tissue-sections (*n* = 10), from L3–L5 spinal cord segments were used for neuronal analysis. Spinal cord tissue sections were stained for Nissl substance and immunostained for glial fibrillary antigen protein (GFAP), LSD1, H3K4me2, SMI32, ChAT, etc., as previously described [39].

### Motor performance and behaviors

#### Rotarod test

The rotarod (Panlab, Harvard) was used to assess motor performance of mice. All mice were familiarized with the rotarod apparatus for 5 days prior to testing. Mice were subjected to the rotarod test with 3 trials per day. Mice were placed on the rod, and the apparatus was set to accelerating mode (4–40 rpm in 200 s). The latency to fall with upper limit of 200 s per trial was measured [40].

#### Wheel test

The gait analysis was performed using a wheel test. All mice were familiarized with the wheel apparatus with exactly the same conditions as the real test right before test. Each mouse was placed inside of the wheel and the apparatus was to accelerating mode (4–15 rpm in 180 s). Both the bottom and front views of the wheel test were recorded by two cameras. For the footprint analysis, the hindlimbs and forelimbs of mice were dyed with different colors using non-toxic animal marking stick. The gait analysis was simulated by the EthoVision XT software (Noldus). Seven or eight continuous strides were analyzed for each mouse [41].

### Clinical assessment and survival

Both body weight and survival were measured throughout the study. Body weights were recorded twice a week at the same time of day. G93A mice were assessed twice daily (mid-morning and late afternoon) for morbidity and mortality.

### Immunofluorescence staining and confocal microscopy

The tissue sections were incubated with blocking solution containing 0.3% Triton X-100, 5% bovine serum albumin, and 3% goat serum for 1 h followed by incubation with SMI32 mouse monoclonal antibody (1:200 dilution, Abcam), anti-LSD1 rabbit monoclonal antibody (1:200 dilution, Cell Signaling), anti-H3K4me2 rabbit monoclonal antibody (1:400 dilution, Cell Signaling), and ChAT antibody (BD Biosciences) overnight at 4 °C. After three washes with PBS, the cells were incubated for 1 h with FITC-conjugated goat anti-mouse IgG antibody (1:200 dilution; Vector Laboratories, Burlingame, CA) and Cy3-conjugated goat anti-rabbit IgG antibody (1:200 dilution; Jackson Laboratories). All antibodies were diluted in PBS. The slides were washed three times with PBS and mounted with fluorochrome mounting solution (Vector Laboratories). Moreover, images were taken by a spinning confocal microscopy (Olympus DSU, Tokyo, Japan), and the size of motor neuronal cell body was analyzed by AQI-X-COMBO-CWF program (Media cybernetics Inc. Bethesda, MD). Briefly, we took a series of 50 confocal layers representing fluorescence data from the ventral horn, then analyzed all layers by the software. Control experiments were performed in the absence of primary antibody.

### Measurement of LSD1 activity

LSD1 activity was determined from spinal cord lysates that had been administered with SD or vehicle (saline). The spinal cord tissues were minced and homogenized in PBS containing protease inhibitors (2 µM PMSF, 2 µg/ml pepstatin A, and 10 µg/ml leupeptin) with 23 full strokes by Dounce homogenizer on ice. The lysates were centrifuged at 4 °C at 3000 rpm for 10 min. The pellet (nuclear fraction) was resuspended in 350 μm NaCl (high salt) buffer with protease inhibitors to lyse nuclear membranes, forcing DNA into solution. The nuclear lysates were centrifuged at 15,000 rpm for 20 min at 4 °C. The supernatant was aliquoted and its protein concentration was measured by Bradford assay. The 10 µg of nuclear extract was reacted according to the protocol from EpiQuik Histone Demethylase LSD1 Activity Assay Kit (Epigentek Group Inc., Brooklyn, NY, USA). The LSD1 standards were included for the quantification of LSD1 activity. Finally, the endpoint result of LSD1 activity was measured and read on a 96 well fluorescence microplate reader at 530_EX_/590_EM_.

### NSC-34 cell lines culture

NSC-34 mouse motor neuron-like cell lines transfected with pCI-neo expression vector containing human WT-SOD1 and mSOD1(G93A) were maintained in Dulbecco’s modified Eagle’s medium supplemented with 10% (v/v) fetal bovine serum, 100 U/ml penicillin and 0.1 mg/ml streptomycin. Cells were kept in a humidified incubator at 37 °C under 5% CO_2_. Cells were sub-cultured in 60 mm dishes at a density of 1 × 10^6^ cells/well. After 80% confluence, cells were treated with 100 µM hydrogen peroxide (H_2_O_2_) for 12 h. For immunostaining experiments, cells were seeded in 6-well plates containing 13 mm round coverslips at a density of 5 × 10^5^ cells/well. For drug treatment, NSC-34/WT-SOD1 cells and NSC-34/mSOD1(G93A) cells in six-well plates were treated with SD (5 µM) for 24 h.

### RNA isolation and quantitative real–time PCR (qPCR)

qPCR was performed with ABI PRISM 7700 Sequence Detection System Instrument and software (Applied Biosystems, Foster City, CA, USA), using the manufacturer’s recommended conditions. Total RNA was isolated from transiently transfected cells (TRIzol reagent, Invitrogen, CA), reverse transcribed (Superscript III, Invitrogen, CA), and subjected to quantitative PCR analysis using SYBER green master mix (Invitrogen, CA). The comparative threshold cycle (Ct) method was used to calculate the amplification factor, and the relative amount of targets (*Rpl26* and *2810001G20Rik*) was normalized to *Gapdh* levels in parallel reactions. The primer sequences used for qPCR are as follows: *Rpl26*, 5′-CGA AGC AAG AAC CGC AAA CGG C and 3′-ACC ACC TTG CCA ATC TGC TGG C; *2810001G20Rik*, 5′-TGG GAA TGA ACC CTG GCG CTGA and 3′-TTG GGC ACA GCA TCC GTC TTG G; *Gapdh*, 5′-TTT CCT CGT CCC GTA GAC AAA A and 3′-CGT TGA ATT TGC CGT GAG TGG.

### RNA sequencing analysis

Mice were euthanized for RNA sequencing analysis at 100 days old after 30 days of treatment with SD or PBS. The spinal cord was snap-frozen on dry ice and total RNA was extracted immediately from the lumbar portion using the RNeasy Lipid Tissue Mini-kit (Qiagen Inc., Valencia, CA, USA). RNA was measured in a spectrophotometer at 260 nm absorbance. For the mRNA-Seq sample preparation, the Illumina standard kit was used according to the manufacturer’s protocol. Briefly, 3 µg of each total RNA sample was used for polyA mRNA selection using streptavidin-coated magnetic beads, followed by thermal mRNA fragmentation. The fragmented mRNA was subjected to cDNA synthesis using reverse transcriptase (SuperScript II) and random primers. The cDNA was further converted into double-stranded cDNA and, after an end repair process (Klenow fragment, T4 polynucleotide kinase and T4 polymerase), was finally ligated to Illumina paired end (PE) adaptors. Size selection was performed using a % agarose gel, generating cDNA libraries ranging in size from 200 to 250 bp. Finally, the libraries were enriched using ten cycles of PCR and purified by the QIAquick PCR purification kit (Qiagen). The enriched libraries were diluted with Elution Buffer to a final concentration of 10 nM. Each library was run at a concentration of 8 pM on one Genome Analyzer (GAIIx) lane using 53 bp sequencing. Raw reads were aligned to the mouse genome (GRCm38, mm10) according to the STAR as an accurate alignment tool for high-throughput RNA-seq data [42]. Moreover, according to Ensembl gene set, we used HTSeq to count the reads aligned to each gene [43].

### Western blot analysis

For immunoblot analysis, cells were harvested and washed with ice-cold PBS and then resuspended in an ice-cold cell extraction buffer containing 50 μm Tris-HCl, pH 7.4, 150 μm NaCl, 2 μm EDTA, 1% Triton X-100, 1 μm PMSF, 10 mg/ml leupeptin, 1 μm pepstatin, 1 μm *N*-ethylmaleimide, 2 μm Na_3_VO_4_, 20 μm sodium pyrophosphate, and 50 μm NaF. Lysates were centrifuged at 15,000 rpm at 4 °C for 30 min. The clear cytosol was separated from the insoluble pellet and immediately used for immunoblot. The supernatants were removed carefully and the protein concentration was quantified by Bradford Method (Bio-Rad, Hercules, CA). Lysates were mixed with 2× or 5× boiling Laemmli’s buffer (1× is 100 μm Tris-HCL, pH 6.8, 4% SDS, 200 μm dithiothreitol, 20% glycerol, 2% SDS, 0.2% bromophenol blue, 10 mg/ml aprotinin, 10 mg/ml leupeptin). Then the samples were boiled for 10 min and then spun at 15,000 rpm for 10 s. In general, 30 µg of protein was electrophoresed on 10% SDS-polyacrylamide gel and transferred to nitrocellulose membrane. Membranes were blocked in 5% skim milk in TBST (Tris, pH 7.4; 150 μm NaCl; 0.05% Tween 20) for 30 min at room temperature. Blots were probed with primary antibodies overnight at 4 °C. This was followed by incubation with anti-rabbit or anti-mouse IgG conjugated with horseradish peroxidase (Bio-Rad, Hercules, CA) for 1 h. Signals were detected by using the ECL system (Amersham Corp., Arlington Heights, IL).

### Analysis of H3K4me2 ChIP-sequencing data from the public resource

The mouse H3K4me2 ChIP-seq data was downloaded from GSE123652. Sequence reads were trimmed and aligned to the Mus musculus genome version mm10 using Bowtie2 [44]. Then, we identified the peaks of H3K4me2, or regions of the genome where more reads are present than random using HOMER (Hypergeometric Optimization of Motif EnRichment) [45]. Finally, identified peaks were annotated with the motifs using the annotatePeaks.pl function. Genes with the occupancy of H3K4me2 significantly altered in their promoter region were identified as H3K4me2 target genes.

### Statistics

Survival data was analyzed by the Kaplan–Meier survival curves. Values were analyzed by one-way ANOVA and the Brown–Forsythe and Welch test followed by Kolmogorov–Smirnov multiple-comparison test, unless indicated otherwise. All statistics and graphs were performed using Prism 8 (GraphPad Software, San Diego, CA). *p* < 0.05 was considered significant.

## Results

### LSD1 is induced in a cellular model of ALS and plays a role as a transcriptional repressor

In order to examine LSD1 expression in a cellular model of ALS, we used spinning disk confocal microscopy imaging and Western blot analysis to detect LSD1 immunoreactivity. Using motor neuronal cell line (NSC-34) as a model, we transfected wild type (WT)-SOD1 and mSOD1 (G93A) overexpression constructs and observed for LSD1 and H3K4me2 expression. Images and densitometry results demonstrate increase of LSD1 immunoreactivity (Fig. 1A and B) and reduction of H3K4me2 immunoreactivity (Fig. 1C and D) in WT-SOD1 compared to mSOD1 cells. Moreover, western blot analysis showed that the level of LSD1 is elevated while the level of H3K4me2 is reduced in NSC-34/m-SOD1 cells in comparison to NSC-34 motor neuron cells (Fig. 1E and F). The increase of LSD1 and reduction of H3K4me2 immunoreactivity can be seen in N2a cell lines (Additional file 1: Fig. S1). Previous studies identified that LSD1 plays an epigenetic modifier role by removing dimethyl groups from the fourth positions on histone 3 protein (H3K4me2) associated with gene repression [25, 26, 46]. To determine whether the alteration of LSD1 level is associated with the transcriptional repression in neurons, we overexpressed LSD1 transiently and measured Gal4-DBD-driven luciferase activity as shown in Fig. 1G. This result shows LSD1 expression suppresses transcription in transiently transfected SH-SY5Y neuroblastoma cells suggesting that LSD1 expression can regulate transcriptional activity in neurons.

**Fig. 1:**
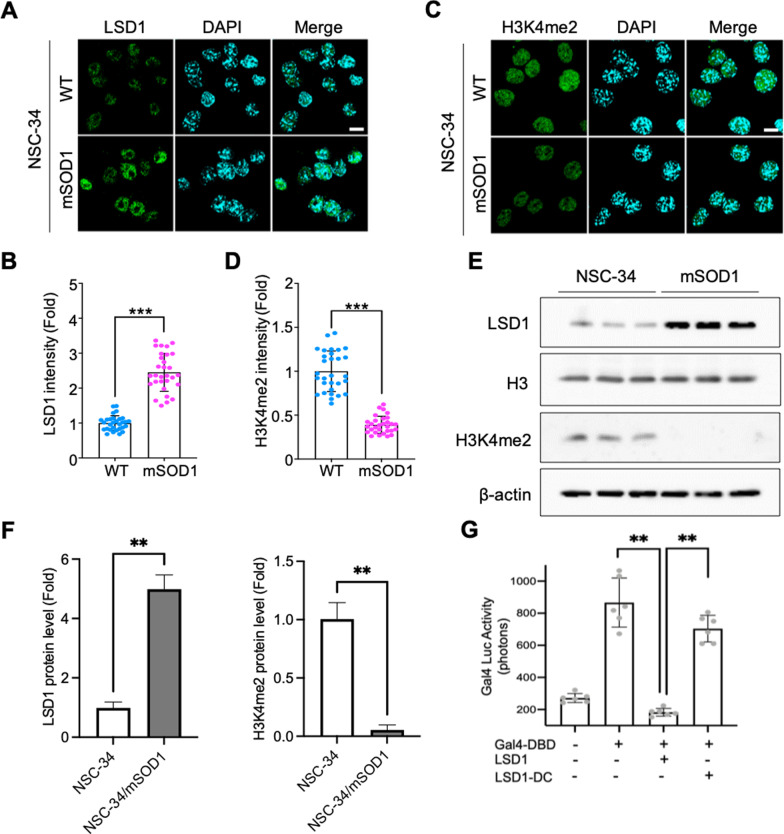
LSD1 is induced in a cellular model of ALS and plays a role as a transcriptional repressor.** A** LSD1 immunoreactivity (green) was increased in the nucleus of mSOD1 (G93A) NSC-34 motor neuron-like cells. The nucleus was counterstained with DAPI (blue) and scale bar is 10 μm (white): **B** Quantification of LSD1 immunoreactivity level. The number of cell counting: 30 cells/group. **C** H3K4me2 immunoreactivity (green) is decreased in NSC-34/mSOD1 cells. **D** Quantification of H3K4me2 immunoreactivity level. The number of cell counting: 30 cells/group. **E** Western blot analysis shows that LSD1 protein level was increased while H3K4me2 protein level was decreased in NSC-34/mSOD1 cells compared to NSC-34 motor neuron cells. **F** Quantification of LSD1 and H3K4me2 protein level. **G** LSD1 significantly repressed Gal4-DBD-driven transcriptional activity in SH-SY5Y neuroblastoma cells. Gal4-DBD, Gal4-LSD1, and Gal4-LSD1-DC (a deletion mutant of histone demethylase c-terminus domain) plasmids were transiently transfected together with Gal4-luciferase reporter gene. The data are the means ± SEM of three independent experiments. Significantly different at *p < 0.05 and **p < 0.01

### LSD1 is induced by oxidative stress in a motor neuronal cell line (NSC-34)

Oxidative stress is an important factor in the pathogenesis of most neurodegenerative diseases including ALS [16, 47]. In this context, it is reasonable to investigate how the level and activity of LSD1 and H3K4me3 is associated with the pathogenesis of ALS. To investigate the immunoreactivity of LSD1 and H3K4me2 in response to oxidative stress, we exposed 100 µM hydrogen peroxide (H_2_O_2_) to motor neuronal cells (NSC-34) for 12 h (Fig. 2A). The results demonstrated an increase of LSD1 immunoreactivity (Fig. 2B) and a reduction of H3K4me2 immunoreactivity (Fig. 2C). The densitometry results also show the significant changes of LSD1 and H3k4me2 immunoreactivity in NSC-34 cells exposed by oxidative stress (Fig. 2D). Western blot analysis showed that oxidative stress (1 µM of H_2_O_2_ for 6 h) elevated the level of LSD1 while it reduced the level of H3K4me2 in the NSC34 cells (Fig. 2E). The densitometry analysis exhibited significant changes of LSD1 and H3K4me2 levels (Fig. 2F). Moreover, we verified that deferoxamine (DFO), an iron chelator and antioxidant, decreased LSD1 and elevated the H3K4me2 levels by nullifying hydrogen peroxide (H_2_O_2_)-induced oxidative stress in NSC-34/mSOD1 cells (Additional file 1: Fig. S2). In addition, DFO elevated the level of H3K4me2 in H_2_O_2_-treated NSC-34 motor neuronal cells. But DFO maintained the levels of LSD1 and H3K4m2 similar to the H_2_O_2_-treated NSC-34/WT-SOD1 (Additional file 1: Fig. S2).

**Fig. 2:**
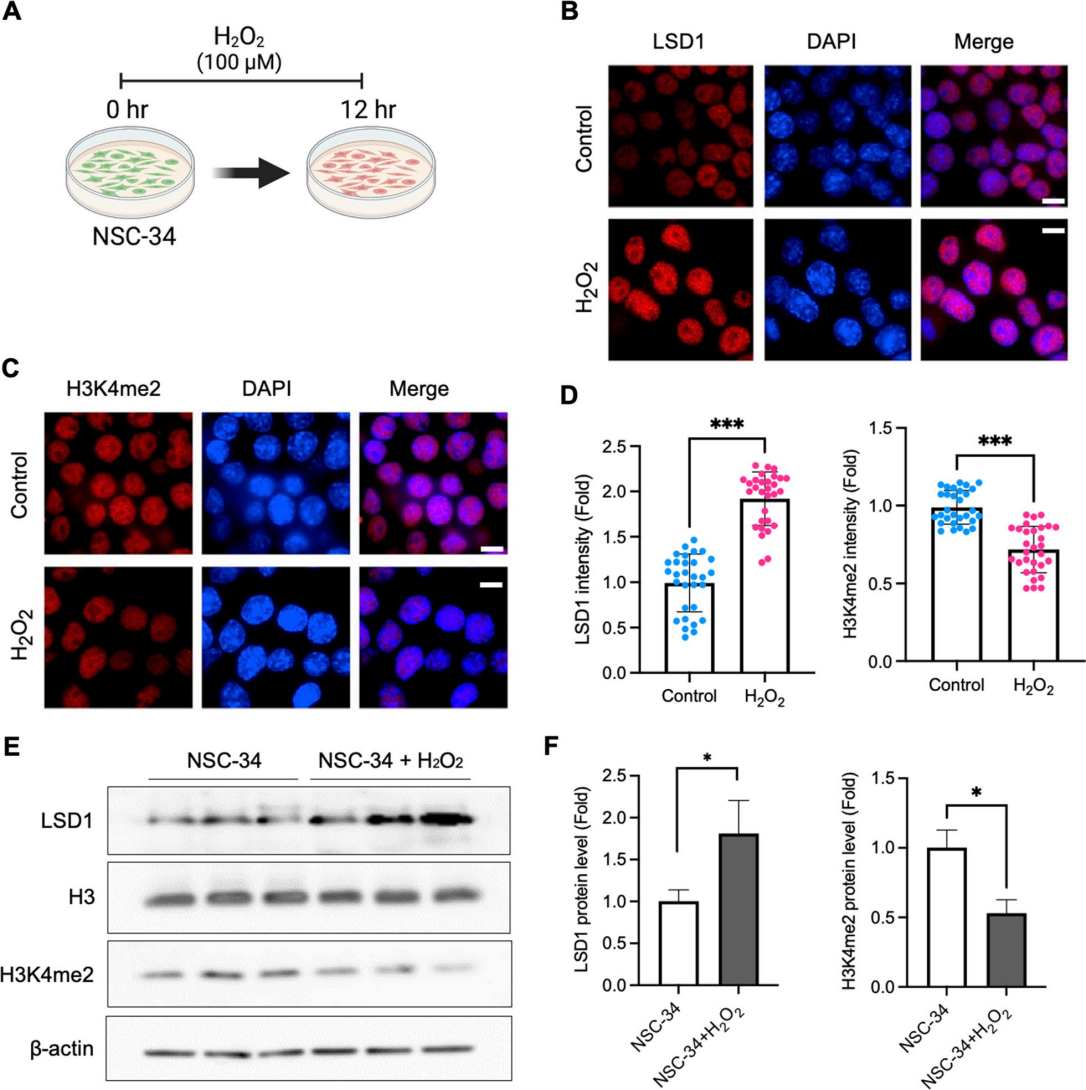
LSD1 is induced by oxidative stress in a motor neuronal cell line (NSC-34).** A** A scheme illustrating a work flow of cell experiment. **B** Confocal microscopy shows that oxidative stress increased LSD1 immunoreactivity (red) in the nucleus of NSC-34 cells. The nucleus was counterstained with DAPI (blue). Scale bars (white): 10 μm. **C** Confocal microscopy shows that oxidative stress (H_2_O_2_) reduced H3K4me2, a substrate of LSD1, in NSC-34 cells. Scale bars (white): 10 μm. **D** Quantification of LSD1 and H3K4me2 immunoreactivity level. The number of cell counting: 30 cells/group. **E** Western blot analysis confirmed that oxidative stress increased LSD1 level but decreased H3K4me2 level in the NSC-34 motor neuron cells. **F** Quantification of LSD1 and H3K4m2 levels from Western blot analysis (originated from **E**). Significantly different at *p < 0.05, **p < 0.01, and ***p < 0.001

### LSD1 knock-down by shLSD1 increases the level of H3K4me2 but not trimethylated H3K4 (H3K4me3)

To verify whether LSD1 is involved in the demethylation of H3K4me2, we utilized RNAi technology to knock-down endogenous LSD1 in N2a cells and measured for immunoreactivity of LSD1, H3K4me2, and H3K4me3 using spinning disk confocal microscopy (Fig. 3). mSOD1 (G85R) N2a cells were transiently transfected with either shControl- or shLSD1-GFP plasmids for 48 h and immunoreactivity of LSD1, H3K4me2, and H3K4me3 was imaged. Unlike shControl-GFP, shLSD1-GFP reduced endogenous LSD1 expression levels (Fig. 3A). In these images, GFP-positive cells represent the expression of shRNA plasmids. Based on the results, H3K4me2 immunoreactivity is increased by shLSD1-GFP expression (Fig. 3B), while H3K4me3 immunoreactivity is not altered by shLSD1-GFP expression (Fig. 3C). Furthermore, Fig. 3D shows improvement in neural survival under oxidative stress conditions by LSD1 (shRNA) knock-down.

**Fig. 3:**
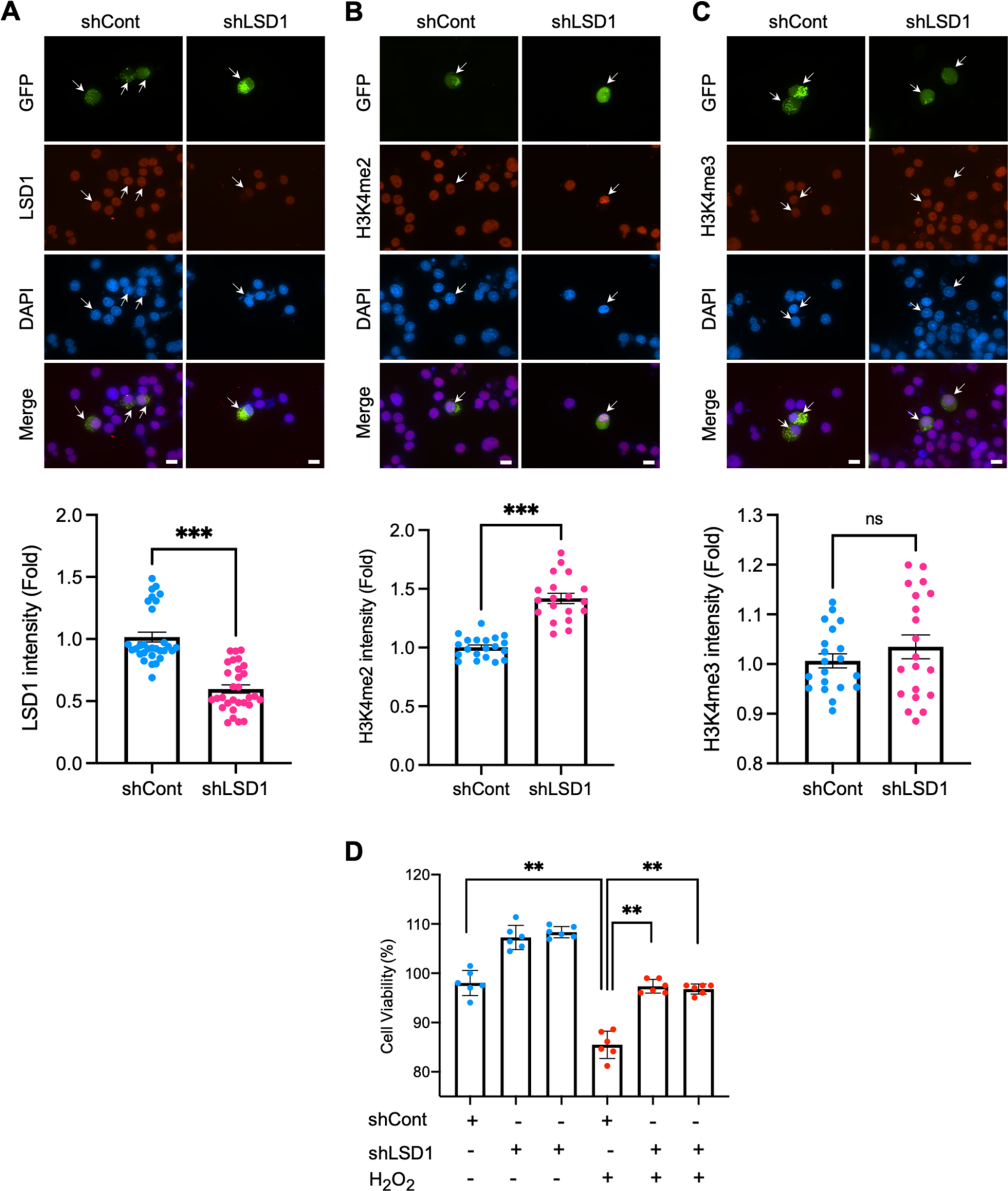
LSD1 knock-down by shLSD1 increases the level of H3K4me2 but not H3K4me3, and ameliorates neuronal survival.** A** shLSD1-GFP but not shControl-GFP reduced endogenous LSD1 levels. Arrows indicate GFP-positive cells expressing shRNA. Scale bars (white): 10 μm. The densitometry analysis shows that LSD1 is significantly reduced by shLSD1-GFP (bottom panel). The number of cells counting: 30 cells/group. **B** shLSD1-GFP decreased H3K4me2 immunoreactivity. The densitometry analysis shows that H3K4me2 is significantly reduced by shLSD1-GFP (bottom panel). The number of cells counting: 20 cells/group. **C** H3K4me3 immunoreactivity was not altered by shLSD1-GFP expression. Densitometry analysis shows that H3K4me3 was slightly increased by shLSD1-GFP but not significant (bottom panel). The number of cells counting: 20 cells/group. **D** Knock-down of LSD1 (shLSD1) improved neuronal survival under oxidative stress conditions. shRNA control (shCont) and shLSD1 (500 ng/ml) were transiently transfected in N2a cells for 36 h. Cells were exposed to 100 µM of H_2_O_2_ for 12 h and viability was measured by MTT assay. Data was derived from three independent experiments (duplicates in each experiment). Significantly different at *p < 0.05, **p < 0.01, and ***p < 0.001

### LSD1 is modulated in the motor neurons of an animal model of ALS

To further determine whether LSD1 is regulated in an animal model of ALS, we compared LSD1 immunoreactivity in the motor neurons of mSOD1 (G93A) mouse to that of WT mouse. Using spinning disk confocal microscopy, we examined SMI32-positive motor neuron sections of the lumbar spinal cord. The Western blot results indicate increasing LSD1 and decreasing H3K4me2 protein level at both 90 and 120 days of age in ALS (G93A) mice compared to WT (Fig. 4A and B). Previous studies verified that intraperitoneal injection of SD crosses blood-brain barrier and affects central nervous system-associated functions in mice [48–51]. Accordingly, in order to examine the role of SD in ALS (G93A) mice, we performed intraperitoneal injection (I.P. injection) of SD from 70 to 120 days of age followed by neuropathological, body weight and survival evaluation (Fig. 4C). The immunohistochemistry images showed the immunoreactivity of LSD1 was mainly found in the nucleus of motor neurons in the ventral horn of WT and G93A mice (Fig. 4D). Moreover, the immunofluorescence staining image of single motor neuron showed that LSD1 immunoreactivity was diffusely localized in the nucleus of WT mouse sections, while the number of LSD1 punctate structures was two-fold more in mSOD1 (G93A) mice than WT mice. The sections from SD treated mSOD1 mouse showed a reduction in LSD1 punctate structures (Fig. 4E). On the other hand, the immunoreactivity levels of H3K4me2 decreased in the motor neurons of the ALS mouse model, while H3K4me2 immunoreactivity was diffusely localized in the nucleus of SMI32-positive motor neurons in lumbar spinal cord of WT mouse (Fig. 4F). It can also be seen that SD treatment restores the immunoreactivity of H3K4me2 in the nucleus of motor neurons of ALS (G93A) mouse.

**Fig. 4:**
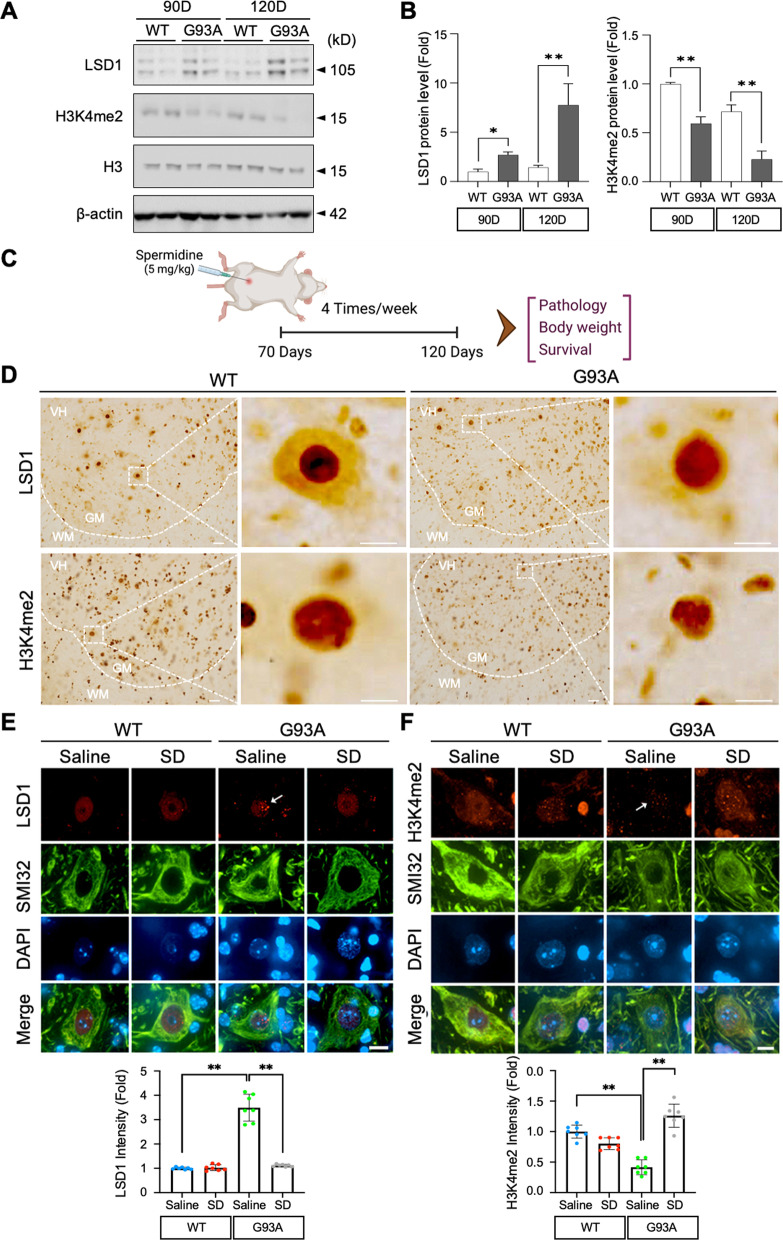
LSD1 is elevated in the motor neurons of an animal model of ALS.** A** Western blot analysis of LSD1 expression assessment in ALS (G93A) mice compared to WT at 90 and 120 days of age. **B** The densitometry analysis shows a significant increase of LSD1 and decrease of H3K4me2 protein level in G93A mice. **C** A scheme illustrating a work flow of animal experiments. **D** Immunoreactivity of LSD1 (brown) and H3K4me2 was mainly found in the nucleus of motor neurons in ventral horn of WT and G93A mice. **E** SD administration decreased the punctate structures of LSD1 immunoreactivity in the nucleus of motor neurons of ALS (G93A) mice. The densitometry analysis shows that LSD1 is significantly reduced by SD (bottom panel). The number of cell counting: 7 cells/group. **F** SD administration restored the H3K4me2 immunoreactivity in the nucleus of motor neurons of ALS (G93A) mice. An arrow indicates a motor neuron with the lowered level of H3K4me2. The densitometry analysis shows that H3K4me2 is significantly elevated by SD (bottom panel). Scale bars (white): 10 μm. The number of cell counting: 7 cells/group. Significantly different at *p < 0.05 and **p < 0.01

### SD protects motor neurons and modulates LSD1 activity in the lumbar spinal cord in ALS (G93A) mice

The results show the marked motor neuron loss, atrophy, and increased astrogliosis in the lumbar spinal cord in control G93A mice (Fig. 5A), whereas the ALS (G93A) mice receiving SD treatment clearly preserve motor-neuron population compared to their control counterparts (Fig. 5A). To measure size change in motor neurons, we analyzed cell body volume using spinning confocal microscopy with AQI-X-COMBO-CWF image analysis program (Media cybernetics Inc. Bethesda, MD). The volume of choline acetyltransferase (ChAT)-positive motor neurons was significantly reduced in the lumbar spinal cord tissue of mSOD1 (G93A) mice compared to littermate control mice. SD treatment prevented atrophy of motor neurons in ALS (G93A) mice (Fig. 5B). On the other hand, several previous studies have proven the non-cell autonomous pathway in which reactive astrocytes contribute to motor neuronal damage in ALS [52, 53]. Now, it is well-accepted that astrocytes are determinants of disease progression in ALS. In this context, we examined how SD affects the reactivity of astrocytes in ALS (G93A) mice. Interestingly, our results showed that SD reduced the immunoreactivity of GFAP, indicating that SD prevented the activation of astrocytes in mSOD1 ALS (G93A) mice (Fig. 5C). Furthermore, LSD1 activity, which increased in mSOD1 ALS (G93A) mice, decreased in ALS mice injected by SD at 120 days of age (Fig. 5D).

**Fig. 5:**
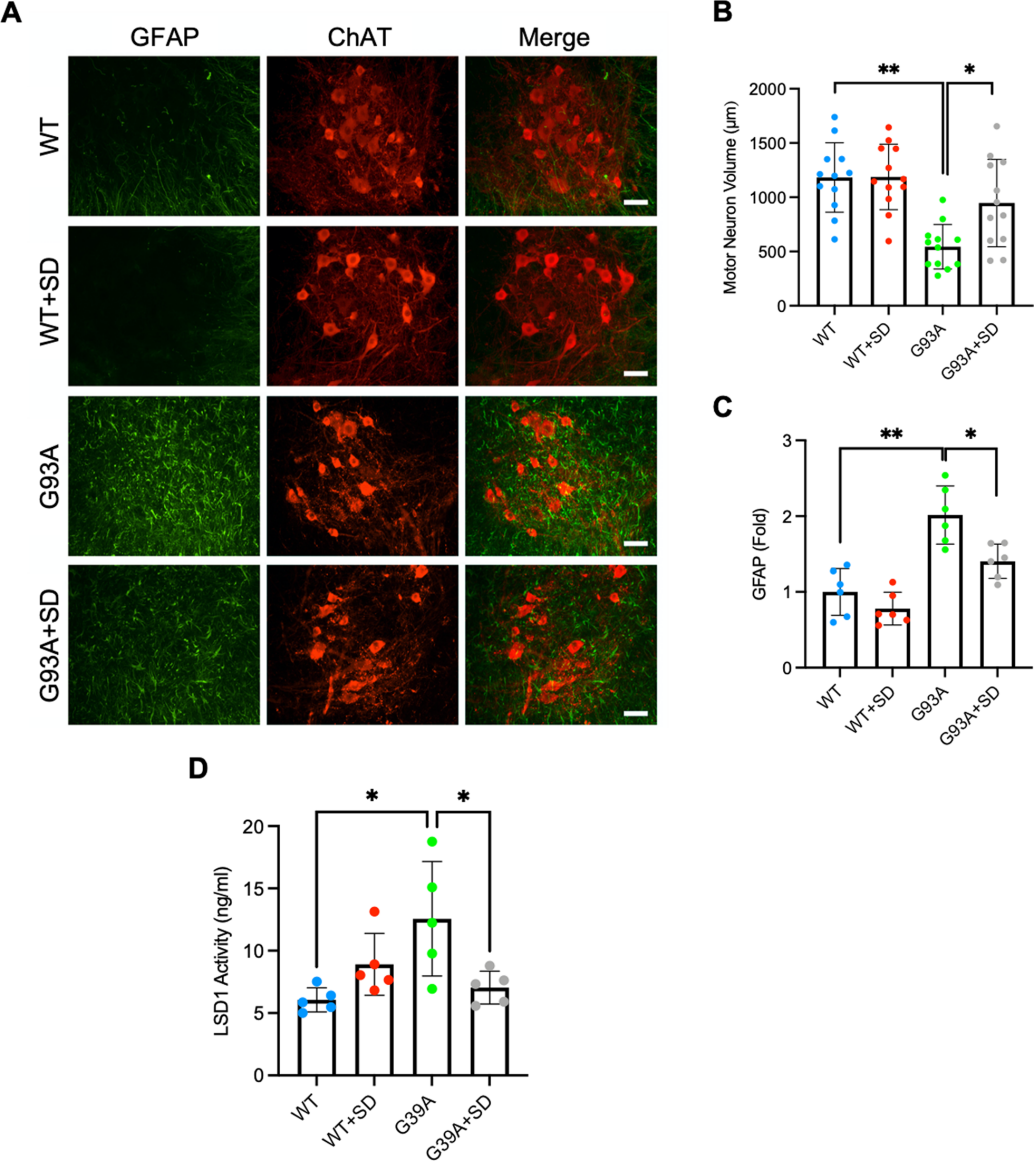
SD administration prevents loss of motor neurons and modulates LSD1 activity in the lumbar spinal cord of G93A mice.** A** SD administration prevented loss of ChAT-positive motor neurons (red) while reducing the immunoreactivity of GFAP (green) in the ventral horn of G93A mice. Scale bars (white): 50 μm. **B** SD administration improved the volume (µm^3^) of the motor neuron cell body. The number of cell counting: 12 cells/group. **C** SD significantly decreased the immunoreactivity of GFAP in G93A mice compared to WT mice. The intensity of GFAP immunoreactivity (in six foci of the ventral gray matter) was analyzed by NIH ImageJ program. **D** LSD1 activity was significantly elevated in mSOD1 ALS (G93A) mice (n = 5) in comparison to WT mice (n = 5). SD administration decreased the LSD1 activity in mSOD1 ALS (G93A) mice (n = 5) but not in WT mice (n = 5) at 120 days of age. SD and saline were separately administered (5 mg/kg, I.P. injection) to groups of 6 wildtype and G93A mice from 30 to 120 days of age. Significantly different at *p < 0.05 and **p < 0.01

### SD improves motor activity and gait in ALS (G93A) mice

SD was administered to mice 5 times a week from 70 to 120 days of age. Then accelerating rotarod and wheel tests were performed to evaluate the motor function of the mice (Fig. 6A). The SD-treated ALS (G93A) mice exhibited significantly improved rotarod performance compared to vehicle-treated ALS mice (Fig. 6B). In the gait analysis, ALS (G93A) mice showed the wider stride width than WT (Fig. 6C) and the stride width was recovered in SD-treated ALS (G93A) mice (Fig. 6D).

**Fig. 6:**
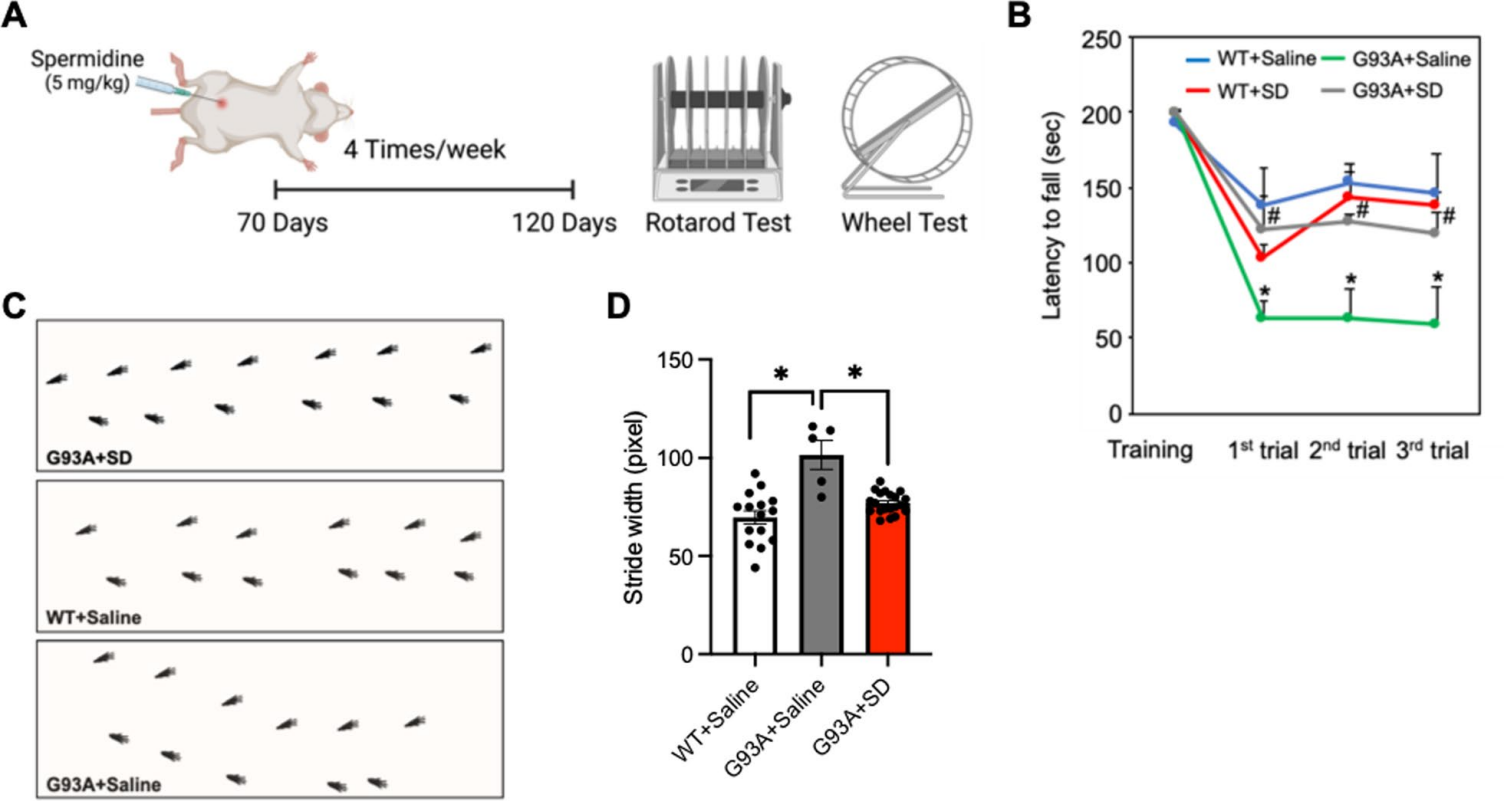
SD administration improves rotarod and gait performance of ALS (G93A) mice.** A** SD was administered to the mice from 70 to 120 days of age, then rotarod and wheel tests were performed. **B** SD administration significantly improved rotarod performance of ALS (G93A) mice (n = 3) compared to vehicle (saline)-treated ALS mice (n = 4). **C** Footprint analysis from the accelerating wheel test. **D** Gait analysis showed that SD administration improved the increase of stride width in ALS mice. Significantly different at *p < 0.05

### SD delays onset of disease and prolongs the life span of ALS (G93A) mice

Consistent with neuropathology results, SD treatment leads to a delay in disease onset, extended survival, and the ability to maintain the body weight of ALS mice. Figure 7A demonstrates that SD significantly delayed onset of disease. Furthermore, SD significantly extended survival in pre-symptomatic G93A mice by 20% compared to untreated mSOD1 (G93A) mice (Fig. 7B). Kaplan-Meier probability of survival analysis show that pre-symptomatic supplementation of SD more effectively prolonged the survival of ALS mice. The marked reduction of ventral neuronal loss by SD can be seen in Nissl-stained tissue sections from the lumbar spinal cord of G93A mice (Fig. 7C–E). Furthermore, SD significantly improved body weight in pre-symptomatic mSOD1 (G93A) mice compared to untreated mSOD1 (ALS) mice (Fig. 7F).

**Fig. 7:**
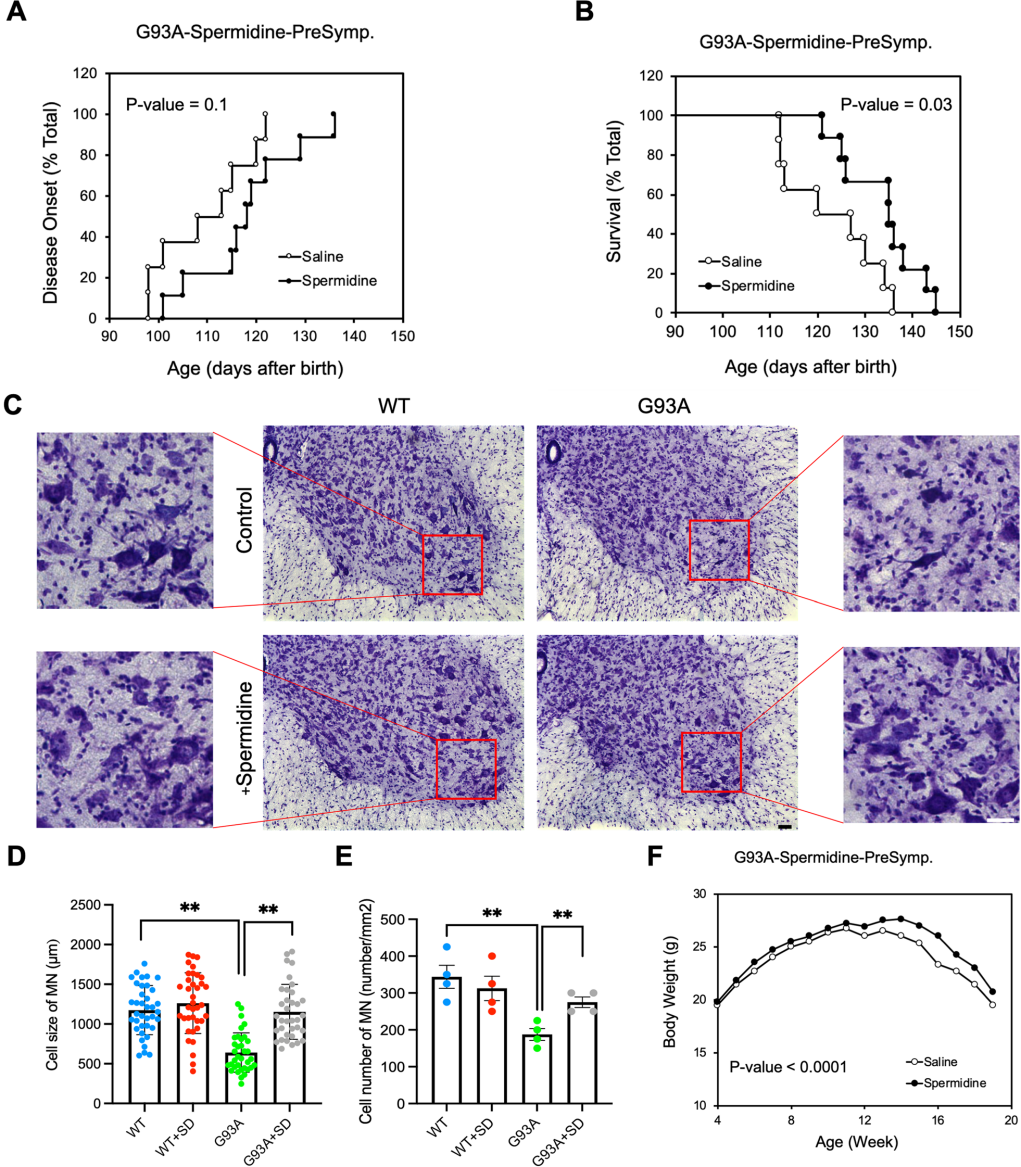
SD prolongs the life-span of ALS (G93A) mice.** A** Pre-symptomatic supplementation of SD delayed disease onset in ALS mice (n = 10) compared to vehicle (saline) control (n = 10). **B** SD administration prolonged the life-span of ALS mice as shown by Kaplan–Meier probability of survival analysis. The statistics were calculated by Mantel–Cox test. **C** SD administration prevented loss of motor neurons in the ventral horn of spinal cord in G93A mice. Lumbar spinal cord tissue sections were stained with cresyl violet (Nissl staining). Scale bars: 20 μm. **D** SD administration improved the size of motor neurons. The number of cell counting: 40 cells/group. **E** SD administration restored a total number of motor neurons in the ventral horn of G93A. **F** SD administration improved the bodyweight of ALS mice (n = 10) compared to vehicle (saline)-treated ALS mice (n = 10) after 14 weeks. The statistics for body weight was calculated by Wilcoxon matched-pairs signed rank test. Significantly different at *p < 0.05 and **p < 0.01

### Functional analysis of DEGs in ALS (G93A) mice and G93A mice treated by SD

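RNA from the lumbar spinal cord of wild type (WT) mice and of G93A mice, which carry a mutant human SOD1 transgene, was sequenced with and without spermidine (SD). Data from 4 libraries were deposited, 1 for each of WT vehicle, WT + SD, G93A vehicle and G93A + SD. The number of animals behind each library is not named in the paper's text, and with 1 library per condition no difference between conditions has a replicate check. In the RNA sequencing methods, mice were euthanized at 100 days of age after 30 days of SD or PBS. Fig. 8A draws SD from 70 to 120 days of age, while the sample labels also give 30 days. The section on SD administration names saline as the vehicle and gives 30 and 70 days of age for the start of dosing, with a dose of 5 mg/kg by intraperitoneal injection 4 times per week. According to the methods, polyA RNA was sequenced as 53 bp reads, aligned with STAR to GRCm38 and counted with HTSeq on an Ensembl gene set. The deposited table instead lists RefSeq transcripts with gene symbols, in 23750 rows with 18674 gene names, and its header gives no unit. Its values behave as RPKM (reads per kilobase of transcript, scaled to the reads of the library), since the values multiplied by transcript length summed to nearly the same total in every library. They were used as deposited, without a count model. The sum of RPKM was 377288 in WT vehicle, 376852 in WT + SD, 392599 in G93A vehicle and 393328 in G93A + SD. Rows listed at 0 numbered 1196, 1198, 989 and 892 in the same order. Depth is not given in the table, but low values multiplied by transcript length were mostly whole multiples of a step that differed between libraries. From that step, and taking 216 bases as a read pair, the depth was estimated at 36800000 read pairs in WT vehicle, 38300000 in WT + SD, 38000000 in G93A vehicle and 38600000 in G93A + SD. A gene counted as changed when any row of its name differed at least 1.5-fold, with no pseudocount and no filter. That any row suffices was settled after the values had been seen. A gene at 0 in 1 library and above 0 in the other counted as changed. The number of genes changed with a filter on low values or a pseudocount. The genotype labels were checked on microglial genes, whose median log2 fold change (with a pseudocount of 0.1 RPKM) was 3.83 in G93A vehicle against WT vehicle and 4.24 in G93A + SD against WT + SD, with all 13 genes higher in both. The SD labels could not be checked in this way.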

To find out target genes regulated by SD, first, we performed RNA-seq on the lumbar spinal cord extracted from four kinds of mice such as WT mice, G93A ALS mice, WT mice + SD (spermidine administration) and G93A ALS mice + SD (GSE213091). After we identified SD-modulated targets from the spinal cord RNA-seq, we retrieved the public H3K4me2 ChIP-seq (GSE123652) and analyzed whether H3K4me2-landscaped genes are associated with our RNA-seq data. Lastly, H3K4me2-associated target genes were verified by qPCR on NSC-34 motor neuronal cells (Fig. 8A). Consistent with the known function of LSD1 as a transcriptional repressor, and increase of LSD1 immunoreactivity in ALS (G93A) mice model, differential gene expression analysis identified 1975 downregulated genes in G93A mice with 1.5-fold change (Additional file 2: Table S1). 

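In the deposited table, 1975 gene names were at least 1.5-fold lower in the G93A vehicle library than in the WT vehicle library, and 469 of these were listed at 0 in G93A vehicle. In the other direction, 3821 gene names were at least 1.5-fold higher. Most of the lower genes had low values. The mean over the 4 libraries was below 0.1 RPKM for 867 of them, between 0.1 and 1 RPKM for 470, between 1 and 5 RPKM for 284, and 5 RPKM or more for 354. Their median mean was 0.166 RPKM, against 4.43 RPKM over all 18674 names. The WT + SD library took no part in this selection. Against it, 1171 of the 1975 genes (59.3%) were also at least 1.5-fold lower in G93A vehicle, and among the 638 genes with a mean of at least 1 RPKM this share was 71.3%. G93A vehicle is part of both the selection and this comparison, so a low value from sampling there raises the share. The comparison of G93A + SD with WT + SD shares no library with the selection. In it, 1003 of the 1975 genes (50.8%) were at least 1.5-fold lower in G93A + SD, and 487 of the 638 (76.3%). Between the WT libraries themselves, 731 of the 1975 genes were at least 1.5-fold lower in WT + SD than in WT vehicle. The alternative that moved the number most was a pseudocount of 1 RPKM, which left 374 genes lower in G93A vehicle. Among genes with a mean of at least 5 RPKM, the largest falls (on the log2 scale with a pseudocount of 0.1 RPKM) were those of Hmgn2, from 9.77 to 1.34 RPKM, Gm15772, from 7.77 to 1.25 RPKM, Rpl26, Pttg1, from 9.11 to 2.07 RPKM, and Tmsb15b2, from 11.4 to 3.63 RPKM. Of these, Hmgn2, Gm15772, Rpl26 and Tmsb15b2 share stretches of a read's length with transcripts of other genes, so that their values are uncertain. The largest rises were those of Cst7, Timp1, Lyz2, Clec7a and Gpnmb, of which Lyz2 rose from 4.64 to 509.7 RPKM. Kdm1a, which encodes LSD1 and lies on chromosome 4 of GRCm38 from 136550540 to 136602723, had 15.3 RPKM in WT vehicle and 17.8 RPKM in G93A vehicle, a log2 fold change of 0.22 that does not reach 1.5-fold. Its position overlaps Luzp1 on the opposite strand and the processed pseudogene Gm12987 on the same strand. The counting is not stated to use strand, and how reads in either overlap were assigned is not stated, so its level is uncertain to that extent. The mouse Sod1 gene had 29.0 RPKM in WT vehicle and 31.9 RPKM in G93A vehicle.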

Among those, 387 genes were recovered in G93A mice treated by SD (Fig. 8B). 

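Of the genes lower in G93A vehicle, 617 were also at least 1.5-fold higher in G93A + SD than in G93A vehicle, out of 1668 genes higher in G93A + SD. With genes listed at 0 in either library of a comparison left out, 387 genes met both criteria. The number fell furthest with a pseudocount of 1 RPKM, to 19 genes. Among genes with a mean of at least 1 RPKM it was 30. Both criteria use the G93A vehicle library, and a recovered gene is one whose value there lies at least 1.5-fold below both WT vehicle and G93A + SD. The same count was made with each library in that place, against every pair of the others. The 12 choices gave between 579 and 3204 genes, and 11 of them, this one included, gave at least 617. Choices with both comparisons between genotypes gave 3118, 3204, 1171 and 1661 genes. The others, with 1 comparison between genotypes as here, gave 579 to 976. WT + SD was at least 1.5-fold below both WT vehicle and G93A vehicle for 976 genes, and G93A + SD was below both WT vehicle and G93A vehicle for 673 genes. Of the 582 recovered genes with a transcript length, 509 had fewer than 20 estimated read pairs on average over the libraries, and the median was 1.99 read pairs. In the opposite direction, 778 genes were higher in G93A vehicle than in WT vehicle and lower again in G93A + SD.

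**Figure D1:**
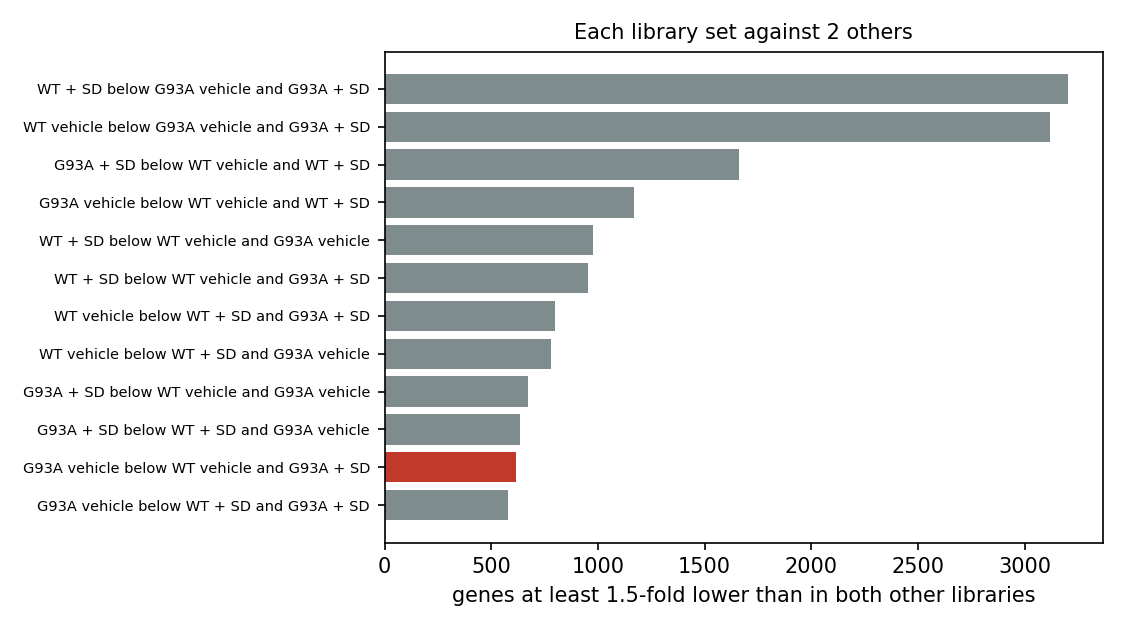
Number of genes at least 1.5-fold lower in 1 library than in 2 others (horizontal axis), for each of the 12 choices of libraries (vertical axis); 1 library per condition, so no error bars. The red bar is the choice that defines the recovered genes, with 617 genes, and the lowest bar has 579.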

The heatmap also shows the recovered genes in G93A mice treated by SD (Fig. 8C). 

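When a gene at 0 in G93A vehicle was not counted as higher in G93A + SD, a rule chosen after the values were seen, 387 genes were recovered. Over these genes the median was 0.0906 RPKM in WT vehicle, 0.0322 RPKM in G93A vehicle, 0.0876 RPKM in G93A + SD and 0.0661 RPKM in WT + SD. When each gene was scaled from 0 at its lowest library to 1 at its highest, the median was 0.912 in WT vehicle, 0 in G93A vehicle, 0.742 in G93A + SD and 0.488 in WT + SD. The low value in G93A vehicle and the higher values in WT vehicle and G93A + SD follow from the selection, whereas the WT + SD library was not used in it. The lowest library was G93A vehicle for 303 genes and WT + SD for 80 genes. In WT + SD, 172 of the 387 genes (44.4%) were at least 1.5-fold below WT vehicle. G93A vehicle was at least 1.5-fold below WT + SD for 249 genes (64.3%). Since G93A vehicle was used in the selection, a low value from sampling there raises this share. Scaling each gene to its own range gives genes of any level the same weight, and 218 of the 387 genes had a mean below 0.1 RPKM.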

Among those recovered genes, 22 genes can be targeted by H3K4me2 based on the prefrontal cortex H3K4me2 ChIP-seq data (GSE123652) (Fig. 8D) [54]. 

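The prefrontal cortex ChIP-seq data were not analysed here, and the genes below are those of the paper's Table S1. Of the target genes in that table, 21 were read and all 21 met both criteria in the deposited RNA-seq values. In WT vehicle they were between 1.51-fold and 13.9-fold above G93A vehicle, with a median of 2.06-fold. In G93A + SD they were between 1.50-fold and 10.7-fold above G93A vehicle, with a median of 1.85-fold. The mean over the 4 libraries was at least 1 RPKM for 6 of them, between 0.1 and 1 RPKM for 7 and below 0.1 RPKM for 8. Of the 19 with a transcript length, 11 had fewer than 20 estimated read pairs on average. In the WT + SD library, which was not used in the selection, 11 of the 21 were at least 1.5-fold above G93A vehicle and 10 were not. G93A vehicle itself was used in the selection, so this is no independent check of its low values. The genes with the highest means were Nudt19, Pop4, Rpl26, Rpl30 and Capza1. Nudt19 had 15.9 RPKM in WT vehicle, 9.63 RPKM in G93A vehicle, 16.9 RPKM in G93A + SD and 21.4 RPKM in WT + SD. Pop4 had 12.9, 7.68, 14.7 and 17.9 RPKM in the same order. Rpl30 had 7.82, 4.38, 8.62 and 6.15 RPKM, and Capza1 had 7.90, 4.25, 8.02 and 4.71 RPKM. Both of these last genes share stretches of a read's length with transcripts of other genes, and Capza1 was about as low in WT + SD as in G93A vehicle. With a pseudocount of 1 RPKM, 6 of the 21 genes met both criteria.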

Recent study shows the decrease of nuclei count, neuron count and the total neurite length in *2810001G20Rik* knock-down on embryonic cell derived neurons [55]. Moreover, substantial evidence demonstrates 60S ribosomal subunits as a major feature of the tau interactome [56], whereas another study shows total tau levels, which inhibits general ribosomal function, are increased in ALS patients with *C9orf72* mutation [57]. Therefore, *2810001G20Rik* and *Rpl26* genes were considered as two target genes which are downregulated in ALS mice model and recovered by SD. 

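Rpl26, which encodes a protein of the large (60S) ribosomal subunit, lies on chromosome 11 of GRCm38 from 68901583 to 68906989 on the plus strand, and its listed transcript has 4 exons and 526 bases. It had 7.44 RPKM in WT vehicle, 1.22 RPKM in G93A vehicle, 13.0 RPKM in G93A + SD and 11.4 RPKM in WT + SD. The log2 fold change was -2.61 in G93A vehicle against WT vehicle, 3.42 in G93A + SD against G93A vehicle and 0.61 in WT + SD against WT vehicle. About 24.4 read pairs were estimated behind the value in G93A vehicle, against 144 in WT vehicle and 265 in G93A + SD. Of the 419 windows of 108 bases in the Rpl26 transcript, 126 (30.1%) also occur in transcripts of other genes, and 332 of its 474 windows of 53 bases (70.0%) do. How the authors assigned such reads is not stated, so the level of Rpl26 is uncertain. Gm15772, with which it shares 115 of the 108-base windows, had 7.77, 1.25, 13.6 and 11.9 RPKM in WT vehicle, G93A vehicle, G93A + SD and WT + SD. 2810001G20Rik is annotated as an antisense RNA gene on chromosome 11 from 64079484 to 64083259 on the plus strand, with 2 exons and 901 bases in its listed transcript. The counting is not stated to use strand, although no other annotated gene overlaps it, and 0 of its 794 windows of 108 bases occur in another gene. It had 5.56 RPKM in WT vehicle, 2.69 RPKM in G93A vehicle, 4.65 RPKM in G93A + SD and 5.32 RPKM in WT + SD. The log2 fold change was -1.05 in G93A vehicle against WT vehicle, 0.79 in G93A + SD against G93A vehicle and -0.064 in WT + SD against WT vehicle. About 185, 92.1, 162 and 184 read pairs were estimated in WT vehicle, G93A vehicle, G93A + SD and WT + SD. Each value is from 1 library, so the spread between animals is unknown. The paper takes both genes from the recovered genes that can be targeted by H3K4me2. It cites a report on neurons with 2810001G20Rik knocked down, and reports that link 60S ribosomal subunits and ribosomal function to tau, and from these and the fall and recovery it considers both as target genes.

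**Figure D2:**
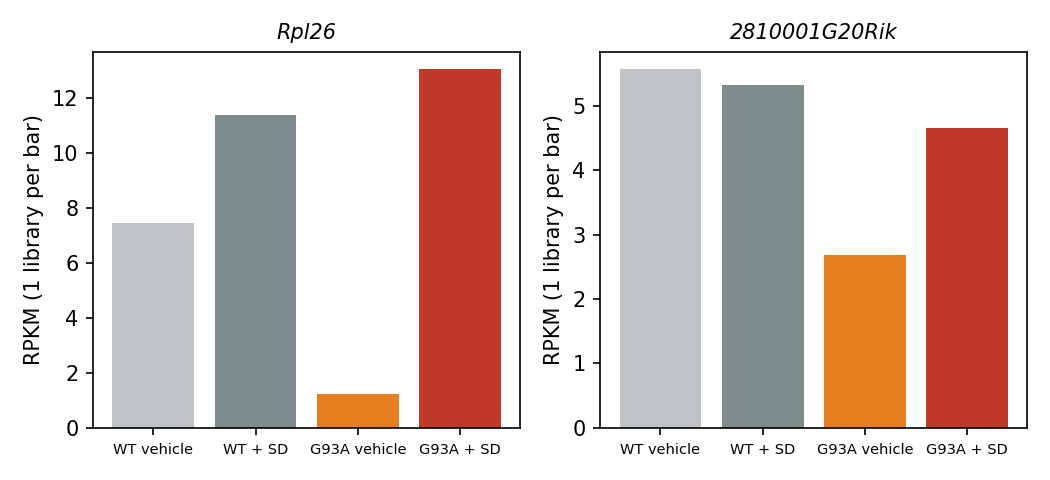
RPKM (vertical axis, from 0) of Rpl26 (left) and 2810001G20Rik (right) in the 4 libraries, 1 bar per library and no error bars. Both genes are lowest in G93A vehicle, at 1.22 and 2.69 RPKM.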

We treated NSC-34 cells by 5 µM of SD and performed quantitative PCR to check the expression levels of *2810001G20Rik* and *Rpl26* on both NSC-34/WT-SOD1 and NSC-34/mSOD1 cells treated by SD (Fig. 8E). The results showed significant increase of mRNA levels of both genes in NSC-34/mSOD1 cells treated by SD compared to cells that were not (Fig. 8F).

**Fig. 8:**
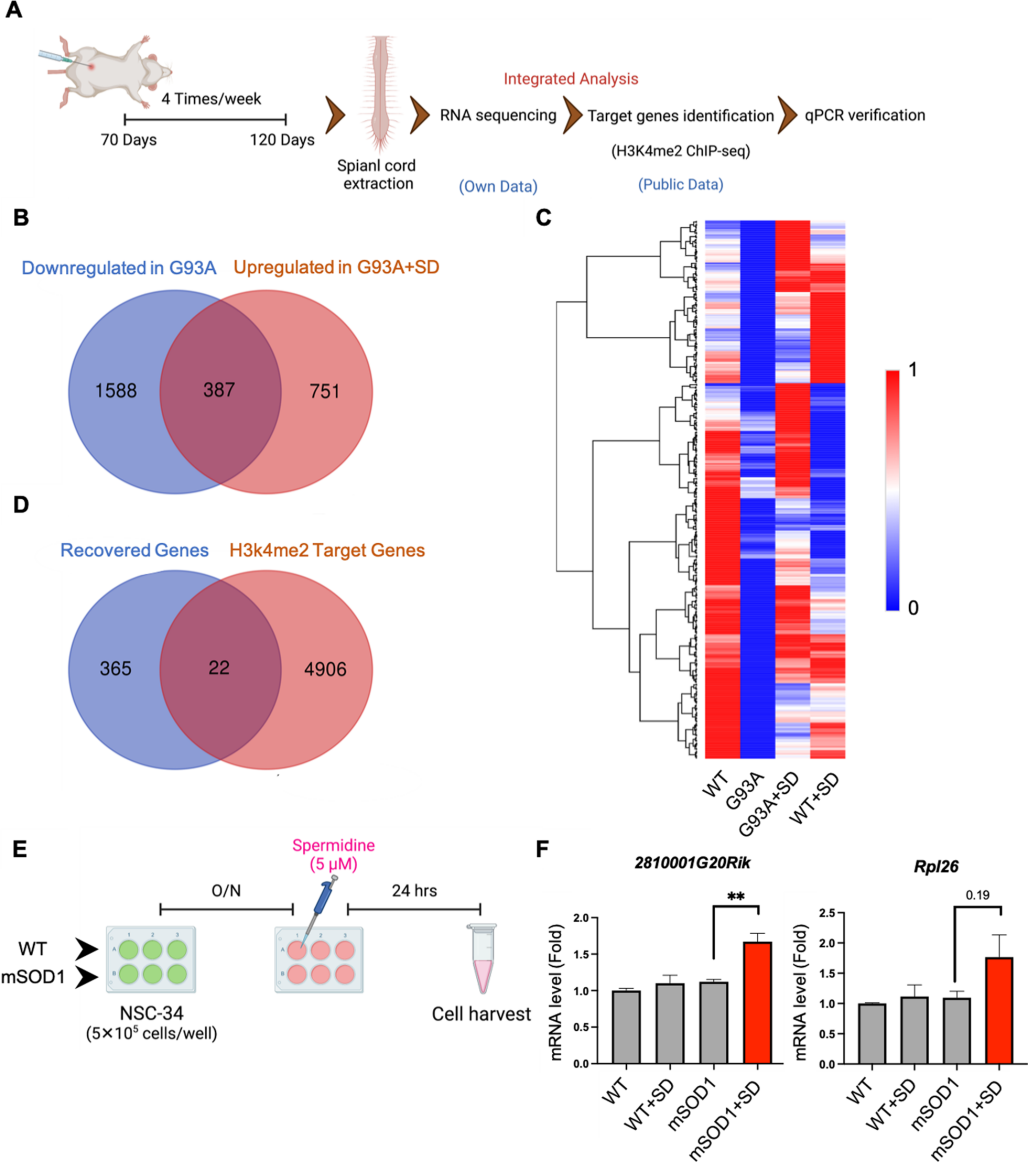
Functional analysis shows that SD modulates gene expression in ALS transgenic (G93A) mice and motor neuron cell line (NSC-34).** A** A scheme illustrating procedure of data analysis. **B** Venn diagram of the total number of downregulated genes in G93A mice that upregulated in G93A mice treated by spermidine (G93A + SD). **C** Heatmap analysis shows that SD modulates the expression level of 387 genes in G93A mice. **D** Venn diagram of 387 recovered genes by SD versus H3K4me2 ChIP target genes. **E** A scheme illustrating a work flow of cell experiment. **F** *2810001G20Rik* and *Rpl26* gene expressions are upregulated by SD in NSC-34/mSOD1cells compared to wildtype control cells. The graph represents mean-SEM of three separate experiments. Significantly different at **p < 0.01

## Discussion

### Epigenetic histone modifications in ALS

DNA methylation, histone modification, and microRNAs are the major epigenetic mechanisms in the etiology of ALS. Histones are substrates for a number of covalent modifications that control chromatin state and gene expression. The core histones (H2A, H2B, H3, and H4) are small basic proteins that form nucleosomes or the fundamental building blocks of chromatin structure [58]. Their function is to compress over 2 m of genomic DNA into a nucleus with a diameter of 10 microns. Indeed, histone modifications that include phosphorylation, acetylation, and methylation, play an important role in gene regulation [59, 60]. It has recently been shown that LSD1 is a nuclear amine oxidase homolog that demethylates histone H3 lysine 4, which is correlated with active transcription [61–63]. Shi et al. have described the discovery of LSD1 as an enzyme that has remained elusive for decades and whose existence has been questioned [61]. This protein specifically acts on H3K4me2, and the LSD1-catalysed reaction regenerates the methyl-free lysine together with release of formaldehyde [61, 64]. LSD1 comprises of an N-terminal SWIRM domain and a C-terminal flavin domain which shows homology to the members of the amine oxidase family. These enzymes catalyze the oxidative deamination of compounds that contain primary, secondary, or tertiary amines. LSD1 has been typically found in association with CoREST and histone deacetylases 1 and 2 [37, 64, 65].

Recently, researchers work on dosage-sensitive genes which gain and loss of the same gene involve in neurodevelopmental disorders [66]. Christopher et al. report that the loss of LSD1 leads to paralysis and learning and memory defects along with cortical and hippocampal neurodegeneration in mice [67]. A recent study indicates that the gain or loss of the same gene function is involved in neurodevelopmental disorders in a dosage-dependent manner [66]. Our finding showed that oxidative stress induces motor neuronal damage via, in part, LSD1-H3K4me2 pathway in cellular and mouse model of ALS. Considering previous findings and our data, we propose that either the gain or loss of LSD1, as a dosage-sensitive gene, may contribute to ALS-like pathology and behavioral features [66, 67].

The potential pharmacological value of LSD1 as a drug target stems from it being a flavin-dependent demethylase, rather than an iron-dependent enzyme of the Jumonji class [68]. Therefore, an LSD1 inhibitor is expected to specifically interfere with a single, well-defined demethylation reaction without spurious inhibition of other demethylases. Notably, biguanide and bisguanidine polyamine analogues inhibit LSD1 and are capable of reactivating genes that are pathologically silenced in the disease model [69, 70]. Interestingly, LSD1 shares considerable homology with FAD-dependent polyamine oxidases, including SMO/PAOh1 [37, 71].

### Polyamine therapy

SD, a natural polyamine presented widely in mammalian living cells, has crucial roles in various cellular processes, and extends the lifespan of several model organisms by inducing autophagy [72]. However, the effect of SD against neuronal damage has not yet been clearly determined. Yang et al. suggested inhibition of caspase 3-mediated Beclin 1 cleavage and restoration of the Beclin 1-dependent autophagy as a putative neuroprotective effect of SD [48]. In our previous study, we reported that arginine and polyamine metabolism are deregulated in an animal model of ALS [22]. Based on our current finding, we suggest that the elevation of LSD1 activity and reduction of H3K4me2 level due to impaired polyamine metabolism may lead to transcriptional deregulation of motor neuronal genes. Then, the silencing of survival genes may lead to motor neuronal damage. Additionally, we observe that SD reduced the number of GFAP-positive reactive astrocytes, indicating that it has an effect on the regulation of astrogliosis in ALS. However, we could not precisely determine whether the effects of SD on the epigenetic modifications in the spinal cord is specific or systemic in this study. Accordingly, the specificity of SD effects in the spinal cord remains to be determined in future studies.

In summary, the alteration of LSD1 activity causes a reduction of histone H3K4me2 levels in the ALS mouse model. Our data indicates that polyamines are a negative regulator for LSD1 activity. Indeed, polyamine administration modulated chromatin remodeling and gene expression via the LSD1-H3K4me2-dependent pathway in ALS. Therefore, SD improved neuropathology and extended the survival of ALS mice (Fig. 9). Together, polyamine is an epigenetic modulator and provides a salubrious effect on motor neuronal damage in ALS. Our transcriptome and public ChIP-seq data shows *Rpl26* and *2810001G20Rik* as the candidate genes targeted by H3K4me2 and recovered by SD. Even though the cell line model of ALS did not exactly mimic gene changes in mouse model of ALS, SD treatment affected the expression of motor neuronal genes in both ALS models. Researchers have identified 60 S ribosomal subunits as a major feature of the tau interactome [56]. Moreover, recent study showed that total tau levels, which inhibits general ribosomal function, are increased in ALS patients with *C9orf72* mutation [57]. On the other hand, *Hezroni et al.* demonstrated the decrease of nuclei count, neuron count and the total neurite length in *2810001G20Rik* knock-down on embryonic cell derived neurons [55]. We show that SD treatment improved *2810001G20Rik* and *Rpl26* expression level in a cell line model of ALS.

**Fig. 9:**
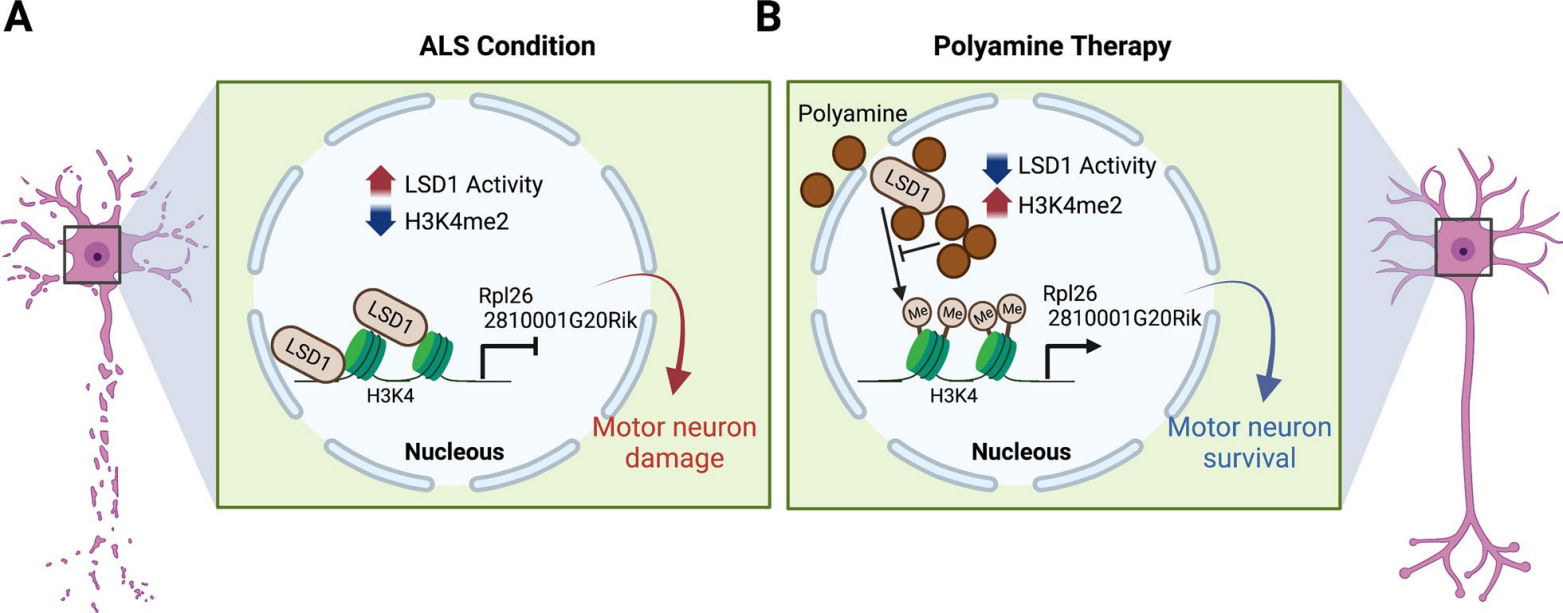
Summarized diagrams depicting the protective role of polyamine (spermidine) against LSD1-H3K4me2 pathway-dependent motor neuronal dysfunction in ALS.** A** In the ALS condition, elevation of LSD1 activity reduces the level of H3K4me2 and subsequently downregulates motor neuronal genes, leading to motor neuronal dysfunction. **B** SD therapy modulates the activity of LSD1 and the expression of epigenomes, ameliorating motor neuron function and neuropathology in ALS. BioRender software has been used to draw the above scheme

## Conclusion

ALS is a neurodegenerative disease characterized by progressive paralysis due to motor neuron degeneration. It has been known that epigenetic modifications and its dysfunction contribute to motor neuron death. In this study, we focused on therapeutic approaches to target LSD1 by polyamines and elucidated the mechanistic role of LSD1-H3K4me2-dependent pathway in ALS pathogenesis. Our data indicates that the alteration of LSD1 activity leads to a reduction of histone H3K4me2 levels in the cell line and the mouse model of ALS. Based on our data, we expect that antioxidant may also ameliorate LSD1-H3K4me2 pathway in ALS mice. The effect of antioxidant on epigenetic modulation of ALS pathology and symptoms remains to be examined in the future study. SD (spermidine) administration modulated chromatin remodeling and gene expression via the LSD1-H3K4me2-dependent pathway in ALS. SD, as a negative regulator for LSD1 activity, ameliorated neuropathology and extended the survival of ALS mice. Together, modulating epigenetic targets by small compounds may be a useful therapeutic strategy for treating ALS.

## Supplementary Information

**Additional file 1: Fig. S1.** LSD1 is induced in a cellular model of ALS (N2a cell line). A, LSD1 immunoreactivity (red) was increased in the nucleus of mSOD1 (G85R) N2a cell line. The nucleus was counterstained with DAPI (blue). B, The densitometry analysis shows that LSD1 was significantly increased in G85R N2a cells. The number of cell counting: 35 cells/group. C, Western blot analysis shows that LSD1 protein level was highly induced in mSOD1 (G85R) N2a cell line compared to normal and WT-SOD1 overexpression cell lines. D, Densitometry analysis indicated a significant increase of LSD1 protein level in mSOD1 (G85R) N2a cells. Significantly different at *p < 0.05, ** p < 0.01, and ***p < 0.001. **Fig. S2.** Antioxidant modulates oxidative stress-induced LSD1-H3K4me2 pathway in a cell line model of ALS. A, A scheme illustrating procedure of cell experiment. B, Western blot analysis showed decrease of LSD1 and elevation of H3K4me2 by antioxidant (deferoxamine: DFO) in hydrogen peroxide (H_2_O_2_)-treated NSC-34/mSDO1 cells. C, Densitometry analysis of LSD1 and H3K4m2 levels from Western blot analysis (originated from B). D, Western blot analysis showed the LSD1 and H3K4me2 level maintained by DFO in H_2_O_2_-treated NSC-34/WT-SDO1 cells. E, Densitometry analysis of LSD1 and H3K4m2 levels from Western blot analysis (originated from D). F, Western blot analysis confirmed that DFO elevated the level of H3K4me2 in H_2_O_2_-treated NSC-34 motor neuronal cells.G, Densitometry analysis of LSD1 and H3K4m2 levels from Western blot analysis (originated from F). LSD1 and H3K4me2 were normalized to actin and histone H3 (H3), respectively. Significantly different at *p < 0.05 and **p < 0.01.

**Additional file 2: Table S1.** Integrated analysis of RNA-sequencing and H3K4me2 ChIP-sequencing to identify spermidine-modulated gene signatures in ALS (G93A).

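Table S1 has 5 columns of gene names and gives no fold change or expression value. The first column lists the genes lower in G93A mice and the second those higher in G93A mice given SD. The third column holds the names common to both, the fourth the H3K4me2 targets from the public prefrontal cortex data, and the fifth the names common to both of these. The methods define such targets by a significant change of H3K4me2 occupancy at the promoter. As read here, the columns held 1971, 1134, 385, 1995 and 21 names, and the fourth was shortened in the copy that was used. All 1971 names of the first column and all 1134 of the second passed the 1.5-fold threshold in the deposited RNA-seq values. The first column includes genes listed at 0 in G93A vehicle. Counting genes as higher in G93A + SD only where G93A vehicle was above 0 gave 1138 genes, and counting those at 0 as well gave 1668.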

## Data Availability

The RNA-seq data have been submitted to the GEO database (Accession no. GSE213091). All other data is available in the main text or the additional files upon any reasonable requests.

## Abbreviations

ALS: Amyotrophic lateral sclerosis
sALS: Sporadic ALS
fALS: Familial ALS
LSD1: Lysine-specific histone demethylase-1
MAO: Monoamine oxidase
PAO: Polyamine oxidase
FAD: Flavin adenine dinucleotide
SD: Spermidine
I.P. injection: Intraperitoneal injection
ChAT: Choline acetyltransferase
GFAP: Glial fibrillary antigen protein

# Supplementary material for: Modulation of histone H3K4 dimethylation by spermidine ameliorates motor neuron survival and neuropathology in a mouse model of ALS
**Source:** J Biomed Sci. 2022 Dec 20;29:106. doi: 10.1186/s12929-022-00890-3
**Supplement:** Supplementary file 1 — Additional file 1: Fig. S1. LSD1 is induced in a cellular model of ALS (N2a cell line). A, LSD1 immunoreactivity (red) was increased in the nucleus of mSOD1 (G85R) N2a cell line. The nucleus was counterstained with DAPI (blue). B, The densitometry analysis shows that LSD1 was significantly increased in G85R N2a cells. The number of cell counting: 35 cells/group. C, Western blot analysis shows that LSD1 protein level was highly induced in mSOD1 (G85R) N2a cell line compared to normal and WT-SOD1 overexpression cell lines. D, Densitometry analysis indicated a significant increase of LSD1 protein level in mSOD1 (G85R) N2a cells. Significantly different at *p < 0.05, ** p < 0.01, and ***p < 0.001. Fig. S2. Antioxidant modulates oxidative stress-induced LSD1-H3K4me2 pathway in a cell line model of ALS. A, A scheme illustrating procedure of cell experiment. B, Western blot analysis showed decrease of LSD1 and elevation of H3K4me2 by antioxidant (deferoxamine: DFO) in hydrogen peroxide (H2O2)-treated NSC-34/mSDO1 cells. C, Densitometry analysis of LSD1 and H3K4m2 levels from Western blot analysis (originated from B). D, Western blot analysis showed the LSD1 and H3K4me2 level maintained by DFO in H2O2-treated NSC-34/WT-SDO1 cells. E, Densitometry analysis of LSD1 and H3K4m2 levels from Western blot analysis (originated from D). F, Western blot analysis confirmed that DFO elevated the level of H3K4me2 in H2O2-treated NSC-34 motor neuronal cells.G, Densitometry analysis of LSD1 and H3K4m2 levels from Western blot analysis (originated from F). LSD1 and H3K4me2 were normalized to actin and histone H3 (H3), respectively. Significantly different at *p < 0.05 and **p < 0.01.

**
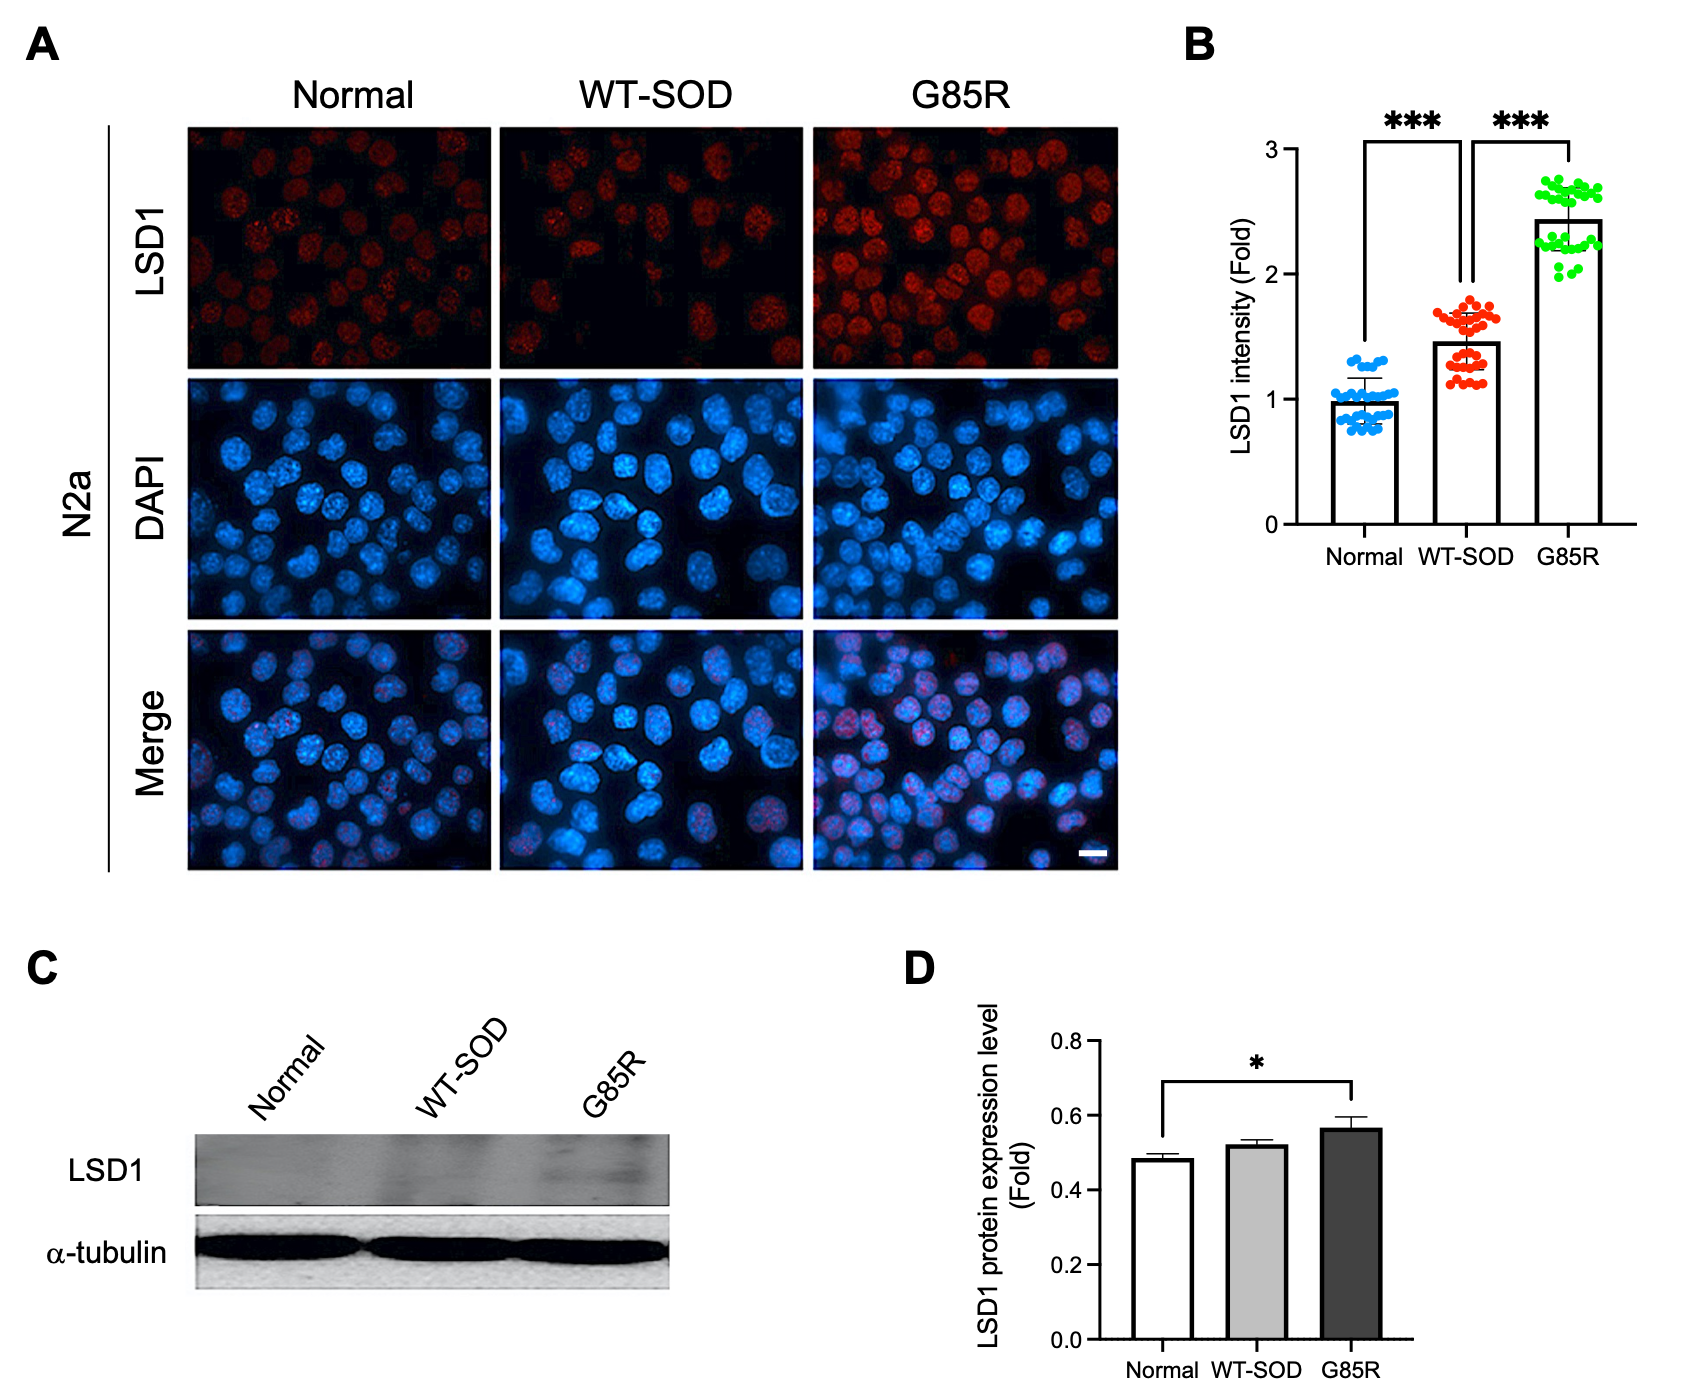
**

**Figure S1. LSD1 is induced in a cellular model of ALS (N2a cell line).** **A**, LSD1 immunoreactivity (red) was increased in the nucleus of mSOD1 (G85R) N2a cell line. The nucleus was counterstained with DAPI (blue). **B**, The densitometry analysis shows that LSD1 was significantly increased in G85R N2a cells. The number of cell counting: 35 cells/group. **C**, Western blot analysis shows that LSD1 protein level was highly induced in mSOD1 (G85R) N2a cell line compared to normal and WT-SOD1 overexpression cell lines. **D**, Densitometry analysis indicated a significant increase of LSD1 protein level in mSOD1 (G85R) N2a cells. Significantly different at *p<0.05, ** p<0.01, and ***p<0.001.

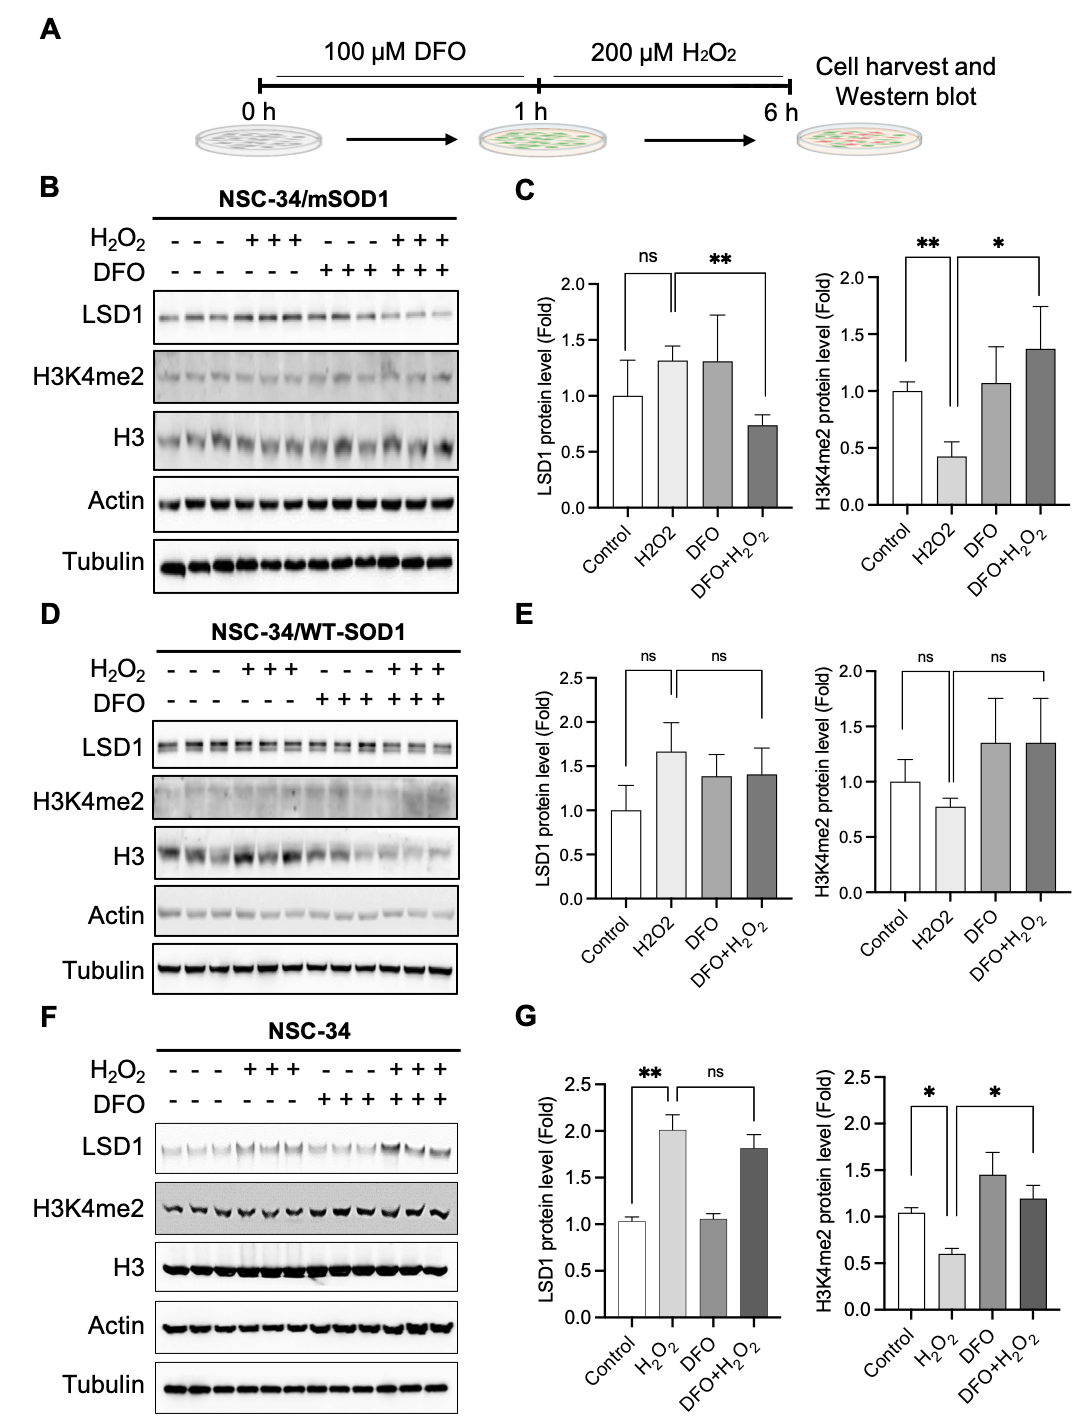

**Figure S2. Antioxidant modulates oxidative stress-induced LSD1-H3K4me2 pathway in a cell line model of ALS. A,** A scheme illustrating procedure of cell experiment. **B,** Western blot analysis showed decrease of LSD1 and elevation of H3K4me2 by antioxidant (deferoxamine: DFO) in hydrogen peroxide (H_2_O_2_)-treated NSC-34/mSDO1 cells. **C,** Densitometry analysis of LSD1 and H3K4m2 levels from Western blot analysis (originated from B). **D,** Western blot analysis showed the LSD1 and H3K4me2 level maintained by DFO in H_2_O_2_-treated NSC-34/WT-SDO1 cells. **E,** Densitometry analysis of LSD1 and H3K4m2 levels from Western blot analysis (originated from D). **F,** Western blot analysis confirmed that DFO elevated the level of H3K4me2 in H_2_O_2_-treated NSC-34 motor neuronal cells. **G,** Densitometry analysis of LSD1 and H3K4m2 levels from Western blot analysis (originated from F). LSD1 and H3K4me2 were normalized to actin and histone H3 (H3), respectively. Significantly different at *p<0.05 and **p<0.01.

How the deposited data were processed for this re-analysis (not part of the article)

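Lumbar spinal cord RNA of WT and G93A mice given vehicle or SD was measured in 4 libraries, 1 per condition, so that no test between conditions was possible and no p-value is given. The conditions were taken from the sample labels and the groups the paper names. The authors deposited 1 table of the whole series with 1 column per library, and all of its per-sample columns were used. The deposited values were taken as RPKM, a unit inferred from the values because neither the header nor the methods name it. The authors' methods describe alignment with STAR to GRCm38 and counting with HTSeq on an Ensembl gene set, without a step that leads to these values, and the table lists RefSeq transcripts. The design had been written for counts or for a normalized unit, and the rules for a normalized unit were used. The ratio columns that the authors also deposited were not used.

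The RPKM values deposited by the authors were compared as they are. A gene name was called changed where any of its rows differed at least 1.5-fold, and each name was counted 1 time. That a name passes on any of its rows was settled after the values had been seen, since it was left open in the design, and 3257 names have more than 1 row. On the same row, 614 of the 617 recovered names met both criteria, and 16 names were called both lower and higher in G93A vehicle because their rows differ. A log2 fold change of Rpl26 and 2810001G20Rik has no pseudocount, and log2 values of marker lists have a pseudocount of 0.1 RPKM. Marker lists were compared with 10000 random lists of the same size, matched on mean RPKM within 100 ranks on each side, as a description of these libraries, and 1000 lists were drawn for the genes that differ between the WT libraries. Single values of a gene name with several rows are the mean of its rows.

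Transcript lengths came from the GENCODE M21 transcript paired with each RefSeq accession, which gave a length for 23026 of the 23750 rows (97.0%). Low values of short microRNA rows, multiplied by length, were whole multiples of a step per library for between 78.0% and 83.1% of the tested values. The step was read as the value of 1 aligned base, which gives the estimated depth. Of 4489 low values on transcripts longer than 500 bases, expressed in aligned bases, 435 lay at 216 bases, 110 at 432 and 91 at 108. The depth and the read pairs behind a gene are therefore estimates, and no confidence interval was derived from them. Read sampling was simulated 100 times with the same expected level in every library. Windows of 108 and 53 bases were compared with all GENCODE M21 transcripts of other genes on the same strand. For genes other than Rpl26 and 2810001G20Rik, 1 window was taken every 10 bases.

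The alternatives were scaling by median ratios, a mean of at least 1 RPKM, pseudocounts of 1 and 0.1 RPKM, only genes above 0 in both libraries, thresholds of 2-fold and of 1.5 on the log2 scale, and WT vehicle as the library for the rise. They were set before the data were examined. The mean of a name's rows, the rule that genes at 0 in the earlier library are not counted as higher, and a filter on estimated read pairs were added after seeing the data. The genes named are Rpl26 and 2810001G20Rik, at most 5 other target genes with the highest means, the genes of the marker lists, and the 5 largest rises and falls of each comparison among genes with a mean of at least 5 RPKM. Some other genes are named in the additional observations, where it is said that they were chosen after their values were seen. The lists of oligodendrocyte genes and of other spinal neurons were written after the values of the other marker lists had been seen.

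The calculations used Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9. They were tested on simulated data. All 200 genes changed by known folds were called, and 0 of 11234 unchanged genes with at least 200 simulated read pairs were called. The changed genes also had at least 200 expected read pairs, and their folds were well above the threshold. Calls on genes with fewer read pairs or with folds near the threshold were therefore not tested. The H3K4me2 ChIP-seq data, the qPCR and the protein measurements were not analysed here.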

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

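The read sampling test below was fixed before its result was seen, although the paper's counts were known by then. The tests on the marker lists were chosen only after the result was seen.

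The paper reports the genes lower in G93A mice and not those that rise. In the G93A vehicle library, 3821 genes were at least 1.5-fold higher than in WT vehicle, against 1975 lower. Simulated libraries that differ only by read sampling gave 969 higher genes on average, against 3656 observed with 1 row per name, and for the lower genes 0 of 100 draws gave as many as observed, with a mean of 976 against 1833. Read sampling alone therefore does not account for either number, although it gives 53.2% as many lower genes as observed. Among genes with a mean of at least 1 RPKM, 25.2 lower genes were simulated on average and 586 were observed. A difference in depth is small, since the highest estimated depth was 1.05 times the lowest. A difference between the animals other than genotype was not tested, and with 1 library per condition it cannot be told apart from genotype.

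In the direction opposite to recovery, 778 genes rose in G93A vehicle and fell again in G93A + SD, more than the 617 recovered genes. With median-ratio scaling the numbers were 771 and 633, but with only genes above 0 in both libraries the order turned, with 359 reverse recovered and 387 recovered genes. The simulated libraries gave 510 such genes and 454 recovered genes on average, so that low genes in a library shared by both comparisons may give most of either count. Among genes with a mean of at least 1 RPKM they gave fewer, 7.94 against 29 observed for this direction and 10.9 against 26 for the recovered genes. None of the simulated draws reached the observed 715 or 559 genes with 1 row per name (0 of 100 draws for the recovered genes).

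The paper reports preserved motor neurons and lower GFAP immunoreactivity in G93A mice given SD. In the RNA values, which the paper does not analyse for these genes, the G93A + SD library had lower motor neuron markers and higher astrocyte markers than G93A vehicle. The median log2 fold change of 12 motor neuron genes was -0.51 (percentile 0 of 10000 matched lists), with 11 of them lower. Chat went from 6.55 to 4.33 RPKM and Nefh from 159.9 to 99.2 RPKM. The median of 9 astrocyte reactivity genes was 0.51 (percentile 100), with 7 higher. Gfap went from 2269 to 2707 RPKM and Vim from 379 to 586 RPKM. Between the WT libraries the motor neuron median was -0.078 (percentile 2.85), with 10 of 12 genes lower, and the astrocyte median was -0.096 (percentile 0.91). After median-ratio scaling the motor neuron median was -0.52 and the astrocyte median 0.49, but a factor per library moves both lists the same way and is no test of opposite changes. A larger share of white matter in the dissected piece predicts a rise of oligodendrocyte genes, and their median was -0.14, with 7 of 8 lower. This is opposite to the prediction, but larger than the change of 0.1 set as the limit for no movement. The list of other spinal neurons had a median of -0.18 (percentile 0.41), with 5 genes lower and 4 higher. This is under 50% of the fall of the motor neuron list, and the largest fall, -0.39 for Slc32a1, was smaller than the motor neuron median. Because these genes went both ways, their median does not decide whether a general loss of neuronal RNA gave part of the motor neuron fall. For an exchange of labels between the G93A libraries, the polyamine metabolism list gives no check, since its median between the WT libraries was 0.020. Of the genes that changed at least 4-fold in both SD pairs, 10 changed the same way and 0 in opposite ways, and an exchange of the G93A labels would turn these around. At 1.5-fold the numbers were 48 and 25. The genes changed the same way at 1.5-fold lie near each other, with 61 pairs between 1 and 10 Mb apart, and may mark a strain segment rather than SD, so the labels are not settled by them. The pattern cannot be told apart from exchanged labels, from the dissection or from animals at different stages of disease. The ages in the paper also differ between the sequencing (100 days in the methods) and the histology.

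Small changes in the same direction are seen beyond the marker lists. Of the 563 genes with a mean of at least 1 RPKM that were at least 1.5-fold lower in G93A vehicle (pseudocount of 0.1 RPKM), 391 were lower again in G93A + SD by any amount and 172 were higher, with a median log2 fold change of -0.12. Of the 1696 genes higher in G93A vehicle, 1344 were higher again by any amount, with a median of 0.15. Few of these changes reached 1.5-fold. Among the lower genes 31 were lower and 25 higher at that size, and among the higher genes 85 were higher and 34 lower. Both comparisons contain the G93A vehicle library, which on its own favours a return toward WT.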

How the results depend on the processing

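No paired analysis was possible because each condition has 1 library. The alternative with Fisher's exact test was set for counts and was not run, since the table holds RPKM. The cause of each change in number was not tested.

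The numbers of genes are given in the order lower and higher in G93A vehicle, higher and lower in G93A + SD, recovered, and reverse recovered, where the main values were 1975, 3821, 1668, 1407, 617 and 778. With a mean of at least 1 RPKM they were 639, 1771, 179, 140, 30 and 34. With a pseudocount of 1 RPKM they were 374, 1577, 117, 86, 19 and 35. With a pseudocount of 0.1 RPKM, 1030 genes were lower in G93A vehicle, 573 higher and 496 lower in G93A + SD, 127 recovered and 216 reverse recovered, while the genes higher in G93A vehicle numbered 2723. At a threshold of 1.5 on the log2 scale they were 748, 1808, 811, 711, 344 and 389. At 2-fold, 1052 genes were lower and 2535 higher in G93A vehicle, 1043 were higher in G93A + SD, 518 were reverse recovered, and the others stayed within 1.5 times the main value, at 959 lower in G93A + SD and 425 recovered. With only genes above 0 in both libraries, 387 genes were recovered and 359 reverse recovered, and the others stayed within 1.5 times. With the rise counted from WT vehicle, 4385 genes were higher in G93A + SD and 136 were recovered, of which 132 were among the 617. Median-ratio scaling kept all 6 numbers within 1.5 times the main value, at 2271, 3580, 1635, 1437, 633 and 771.

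Among the alternatives added after seeing the data, leaving out genes at 0 in the earlier library as higher gave 387 recovered and 414 reverse recovered genes, and kept the rest within 1.5 times. At least 20 estimated read pairs gave 831, 2274, 351, 248, 67 and 68 genes. The mean of a name's rows kept all 6 numbers within 1.5 times.

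With median-ratio scaling or a pseudocount of 1 RPKM, 36 other values were recomputed. They were for Rpl26 and 2810001G20Rik in 3 comparisons, and for the motor neuron, astrocyte reactivity, microglia, oligodendrocyte, other spinal neuron and polyamine metabolism lists in G93A vehicle against WT vehicle and G93A + SD against G93A vehicle. The list medians of the other comparisons and the blood list were not recomputed with this pseudocount. All 36 kept their direction, 34 kept their side of 1.5-fold and 2 became weaker. With a pseudocount of 1 RPKM these were Rpl26 in WT + SD against WT vehicle, at 0.55, and the motor neuron list in G93A vehicle against WT vehicle, at -0.54.

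Depth limits the low genes. Of the recovered genes with a transcript length, 87.5% had fewer than 20 estimated read pairs, so their folds are imprecise.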

Differences from the paper's values

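The paper reports 387 recovered genes in its text, and 617 were counted here, where genes listed at 0 in G93A vehicle and above 0 in G93A + SD count as higher. Of the alternatives set before the data were examined, only genes above 0 in both libraries (387 genes), a threshold of 2-fold (425) and a threshold of 1.5 on the log2 scale (344) lay within 1.5 times the paper's number. Median-ratio scaling (633), a mean of at least 1 RPKM (30), pseudocounts of 1 (19) and 0.1 RPKM (127) and the rise counted from WT vehicle (136) did not. The rule that genes at 0 in the earlier library are not counted as higher, which was chosen after seeing the values, also gave 387, with the paper's number of 1975 lower genes unchanged.

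The number of genes higher in G93A + SD was 1668, against 1134 names read from the paper's Table S1. The same rule, chosen after seeing the values, gave 1138, as did only genes above 0 in both libraries.

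The paper states that SD lowered GFAP immunoreactivity and preserved motor neurons in G93A mice. The RNA values went the other way, with Gfap at 2269 RPKM in G93A vehicle and 2707 RPKM in G93A + SD, and Chat at 6.55 and 4.33 RPKM. Protein and histology were not analysed here.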

Other observations

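The first 3 tests on the recovered genes and the tests on shared windows were fixed before their results were seen. The window tests were set after the shared changes themselves had been noticed. The tests on ribosomal protein genes, on H3K4me2 targets and on neighbouring genes were chosen only after the result or part of it was seen.

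The recovered genes are defined by a low value in the G93A vehicle library. If this came from using that library in both comparisons, other libraries in its place would give similar numbers, and 11 of the 12 choices gave at least 617 genes, the real one included. With a mean of at least 1 RPKM all 12 choices gave at least 30 genes, and the real choice gave the fewest. Every choice contains a comparison between genotypes. Those with both comparisons between genotypes gave 3118, 3204, 1171 and 1661 genes, and the others, built like the real one, gave 579 to 976. An overlap of this size is therefore not particular to G93A vehicle as the shared library. Simulated read sampling gave 454 recovered genes on average, 81.1% of the 559 observed with 1 row per name, and no draw reached 559 (0 of 100). Sampling with equal expected levels may thus give much of the overlap. The draws do not settle whether it gives all of it at low levels. Every deposited row is above 0 in at least 1 library, while a simulated gene could be at 0 in all 4. Sampling on top of a genotype difference was not simulated, so the rest is not shown to have another source. Among genes with a mean of at least 1 RPKM it gave 10.9 of the 26 observed (41.9%), with 0 of 100 draws as large. Of the 387 genes recovered when a gene at 0 in G93A vehicle is not counted as higher, 64.3% were also lower in G93A vehicle than in WT + SD, which lies between the values set for and against a fall seen in 1 WT library only. G93A vehicle is part of both the selection and this share, so the share does not check its low values. A biological recovery of some of these genes is not excluded.

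Rpl26 shares sequence with processed pseudogenes, and 6 of them carry its name in GENCODE M21. If reads shared with such copies move the values, ribosomal protein genes would scatter more than other genes between the WT libraries. The median absolute log2 change of 81 ribosomal protein genes was 0.18 there, larger than in 100% of 10000 matched lists, which is consistent with this explanation. Between G93A vehicle and WT vehicle, where Rpl26 falls, their median was 0.48 against 0.26 in matched lists (percentile 100). Between G93A + SD and G93A vehicle, where Rpl26 rises, it was 0.14 against 0.12 (percentile 88.5), which is not clearly larger. In that comparison 8 of the 81 genes (9.88%) changed at least 1.5-fold, against 3.49% in matched lists. Rpl26 included, 1 of the 81 genes changed as much as Rpl26 in the first of these comparisons and 2 in the other, where Rps18 changed by more, with a log2 fold change of -4.34. Within each of these comparisons, the scatter reached the size of the rise of Rpl26 in 1 other gene and did not reach the size of its fall. Between the WT libraries, however, Rps18 changed by -4.15 and Rps2 by -3.34 on the log2 scale. Both changes are larger than the fall of Rpl26, at -2.52 with the same pseudocount, so its fall does not stand above the scatter of ribosomal protein genes. For Rpl26 itself 30.1% of the windows of 108 bases occur in other genes, between the limits set for and against. At 53 bases, the read length in the methods, the share was 70.0%, above the limit set for shared reads as the cause. Thus shared reads may contribute to its fall and rise but cannot be separated from a change in its RNA. Gm15772, which was among the largest changes, followed Rpl26 in all 4 libraries.

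Some genes changed the same way with SD in both the WT and the G93A pair, which share no library. Of 12805 genes tested with a mean of at least 1 RPKM and a transcript, 48 did so at least 1.5-fold, 30 of them lower, against 25 that changed in opposite ways. At 4-fold, 10 changed the same way and 0 in opposite ways. Rps18 had 15.8 RPKM in WT vehicle, 0.798 in WT + SD, 32.6 in G93A vehicle and 1.51 in G93A + SD, and Hmga1 had 19.2, 1.12, 12.7 and 1.04 RPKM. Atp5g1 had 1.74, 20.9, 1.66 and 7.95 RPKM. Of the 10 genes, 90% share read-length windows with another gene, against 12.0% in matched lists, which is consistent with reads moving between near-identical copies. Their positions point to a further explanation. Of 47 such genes at 1.5-fold with a position, 61 pairs lay between 1 and 10 Mb apart, against 8.97 on average in 10000 matched lists (percentile 100), and 16 of the 47 lie on chromosome 17, against 2.40 on that whole chromosome in matched lists. The 16 lie between 12.9 and 36.1 Mb. Rps2, Atp6v0c, Rnps1 and H2-T22, chosen after their values were seen, lie there too. Chromosome 1 held 9 of the 47 genes, against 2.77 in matched lists (percentile 99.8), spread between 79.7 and 192.1 Mb. The paper bred its mice on a mixed B6/SJL background. A candidate explanation for the genes on chromosome 17 is a segment from the other strain in the vehicle or the SD animals. Its reads would match the reference less well. An effect of SD on these genes cannot be told apart from such a segment, since the table holds no sequence. The genes that differ between the WT libraries were also close to each other, with 425 pairs against 177 in matched lists. Pairs were counted in this way for 5 sets of genes, and the 28 reverse recovered genes with a mean of at least 1 RPKM had 21 pairs against 3.08. The recovered genes with a mean of at least 1 RPKM were not clearly close, with 5 pairs among 27 genes against 2.88 (percentile 83.2), so a strain segment is not shown for them. Rpl26, at 68.9 Mb on chromosome 11, and 2810001G20Rik, at 64.1 Mb, form 1 of these pairs, so a shared segment is not excluded for either gene. That chromosome held 4 of the 27 genes, against 2.45 in matched lists (percentile 77.55). Rpl26, Gm15772, H2-T10, Wdfy1 and Ccl17 are nevertheless also among the genes that changed the same way with SD in both pairs. Of these, H2-T10 lies on chromosome 17 at 36.1 Mb, and Rpl26 lies on chromosome 11.

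The part of the paper's H3K4me2 list that was read holds 1697 of the 17622 genes above 0 in WT vehicle (9.63%), and 12 of the 387 genes recovered when a gene at 0 in G93A vehicle is not counted as higher (3.10%). Random genes matched on mean RPKM held 9.80 on average, and 81.6% of these lists held at most 12. Within the part that was read, the share among the recovered genes was thus not below that of genes at a similar level. For the 1975 genes lower in G93A vehicle, 60 were listed against 101 in matched lists, and 0% of these lists held at most 60. Only part of the list was used, and 12 genes were found where 21 target genes were read from the last column. The names left out are not known, so these shares do not apply to the whole list. No cause of a smaller share can be drawn from them.

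The methods state 53 bp reads. Values of low genes most often equalled 216 aligned bases, then 432 and 108, as pairs of 108-base reads would give; no test of this was made.

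Hba-a1, Hba-a2, Hbb-b1, Hbb-b2 and Alas2, a list written as a check for blood, had a median log2 fold change of 1.00 in WT + SD against WT vehicle, 0.59 in G93A vehicle against WT vehicle and 0.14 in G93A + SD against G93A vehicle. No explanation was tested for this list.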
